# A YAP-centered mechanotransduction loop drives collective breast cancer cell invasion

**DOI:** 10.1038/s41467-024-49230-z

**Published:** 2024-06-07

**Authors:** Antoine A. Khalil, Daan Smits, Peter D. Haughton, Thijs Koorman, Karin A. Jansen, Mathijs P. Verhagen, Mirjam van der Net, Kitty van Zwieten, Lotte Enserink, Lisa Jansen, Abdelrahman G. El-Gammal, Daan Visser, Milena Pasolli, Max Tak, Denise Westland, Paul J. van Diest, Cathy B. Moelans, M. Guy Roukens, Sandra Tavares, Anne-Marie Fortier, Morag Park, Riccardo Fodde, Martijn Gloerich, Fried. J. T. Zwartkruis, Patrick WB. Derksen, Johan de Rooij

**Keywords:** Cell invasion, Cancer microenvironment, Collective cell migration

## Abstract

Dense and aligned Collagen I fibers are associated with collective cancer invasion led by protrusive tumor cells, leader cells. In some breast tumors, a population of cancer cells (basal-like cells) maintain several epithelial characteristics and express the myoepithelial/basal cell marker Keratin 14 (K14). Emergence of leader cells and K14 expression are regarded as interconnected events triggered by Collagen I, however the underlying mechanisms remain unknown. Using breast carcinoma organoids, we show that Collagen I drives a force-dependent loop, specifically in basal-like cancer cells. The feed-forward loop is centered around the mechanotransducer Yap and independent of K14 expression. Yap promotes a transcriptional program that enhances Collagen I alignment and tension, which further activates Yap. Active Yap is detected in invading breast cancer cells in patients and required for collective invasion in 3D Collagen I and in the mammary fat pad of mice. Our work uncovers an essential function for Yap in leader cell selection during collective cancer invasion.

## Abstract (web summary)

Aligned collagen I is associated with the emergence of leader cells that are responsible for collective invasion. Here, the authors show that Collagen I and Yap signalling are in a feed-forward loop to drive the collective invasion of basal-like tumour cells.

## Introduction

To start invasion, epithelial tumor cells undergo a transformation into protrusive and motile cells. Multiple transcriptional programs have been suggested to induce breast cancer cell invasion, including epithelial-to-mesenchymal (EMT) and luminal-to-basal transitions^1–3^. The exact mechanisms by which such programs induce invasion are not fully understood. Interestingly, cancer cells with mesenchymal or basal cell characteristics are not invasive in all circumstances. It has become clear that cell extrinsic stimuli play a key role and invasion is strongly affected by the biochemical and physical characteristics of the surrounding extracellular matrix (ECM)^4^.

Breast cancers invade as individual cells or multicellular groups, the latter termed collective invasion. Invasive ductal carcinoma (IDC) is a breast cancer type in which tumor cells invade predominantly by collective invasion^1,5,6^. Collective invasion is driven by a small subset of cancer cells that acquire leader cell characteristics^7^. Leader cells emerge from a subset of cancer cells that are localized at the tumor-ECM interface and that extend cytoskeletal protrusions towards the ECM while maintaining cell-cell interactions with the neighboring tumor cells. In many breast cancer models, luminal cells that express basal cell markers (basal-like cells) including cytokeratin 14 (K14) become the leaders of invasion. Despite the presence of many transcriptionally identical basal-like cells at the tumor-ECM interface, only few become leader cells^1^. Apparently, becoming a leader cell does not only depend on active basal cell transcription, but also on cell extrinsic factors. Collagen I is a major inducer of protrusive activity of breast cancer cells in vitro^1,4^ and its density and mechanical stiffness strongly associate with collective invasion in breast cancer patients^8,9^. The mechanisms by which cancer cells mechanotransduce the biophysical cues of the ECM in order to become invasive remain not fully understood. Yap is a transcriptional coactivator that is activated by elevations in ECM mechanical stiffness^10^. In breast cancer, whether Yap acts as an oncogene or tumor suppressor remains unclear and appears to depend on the breast cancer subtype. In triple negative breast cancers, several studies report Yap as an oncogene and its expression/activity enhances tumor progression^11^. Among the established oncogenic effects of Yap is the promotion of cell proliferation and stem cell properties^12–15^. Yap is also involved in the migration of breast and other cancer cells. This was mainly studied in vitro using single cell migration assays^16^. A role for Yap in collective invasion, or the induction of leader cell function has not yet been described.

Here, we used breast cancer models to investigate the relation between Collagen I, invasion, and transcriptional reprogramming at the single cell level by transcriptomics and cell imaging. Our work uncovers a YAP-centered feed forward mechanism that explains the emergence of leader cells from basal-like cells located at the tumor-ECM interface. This process starts by contact with Collagen I, which leads to enhanced YAP activity in basal-like cells. Yap initiates a transcriptional program that includes ECM remodelers to increase Collagen I fiber alignment. Hotspots in Collagen I alignment drive further YAP activation resulting in the emergence of the leader cells that drive collective invasion.

## Results

### Basal-like cells guide collective invasion in IDC

To recapitulate basal-cell guided collective invasion in vitro and in vivo, we used tumor organoids derived from mammary carcinomas that developed in MMTV-PyMT mice^17^, a model that mimics key aspects of human IDC histopathology and progression^18,19^. MMTV-PyMT tumor organoids were either embedded in Collagen I or injected into the inguinal mammary fat pad of mice (Fig. 1a). Confocal imaging of K14 (basal/myoepithelial cell marker) and K8 (luminal cell marker) showed that the K14-positive cells are positioned almost exclusively at the tumor-ECM interface (Fig. 1b, c). This includes the outer layer of the tumor (rim) and the tips of the invasive strands in both 3D Collagen I cultures (Fig. 1b) and xenografted tumors (Fig. 1c). K14-positive basal-like tumor cells expressed K8, but at lower levels relative to the K14-negative cells. Compared to the myoepithelial cells lining the mammary ducts, the basal-like cells at the invasive tumor fronts expressed similar levels of K14 but at least 3-fold higher levels of K8 (Fig. 1c, d).

**Fig. 1:**
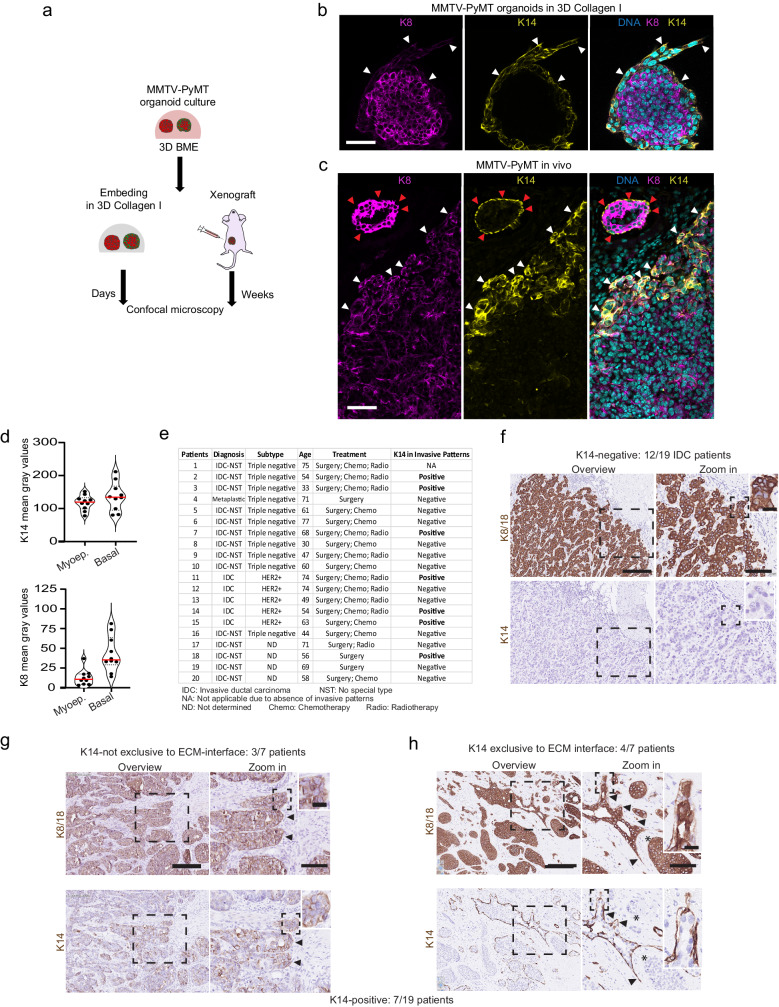
Basal-like cells form the invasive front in a subset of IDC patients and in MMTV-PyMT model in vitro and in vivo. **a** In vitro and in vivo model based on MMTV-PyMT organoids cultured in 3D basement membrane extract (BME). After isolation from BME cultures, organoids were either embedded in 3D Collagen I or injected as cell suspension into the mammary fat pad of mice. **b**, **c** Confocal imaging of K8 and K14 in MMTV-PyMT organoids (**b**) grown in 3D Collagen I for 5 days or (**c**) in mammary fat pad for 13 weeks. **b**, **c** Representative images from three independent experiments. **b**, **c** White arrowheads: K14 positive cells located at the tumor-ECM interface and leading edges of the tumors; red arrowheads K14 positive cells lining mammary ducts. **d** Mean gray values of K14 and K8 in the K14 positive cells lining the mammary ducts (myoepithelial cells) and at the invasive tumor margins (basal-like cells). Red line median from 10 cells per cell type from one confocal slice from 1 experiment. **e** Summary of K14 expression in IDC. **f**–**h** Representative K8/K18 and K14 immunohistochemistry in serial tissue (whole) sections from IDC samples with zoom in on the cancer cell groups collectively invading the surrounding breast tissue. The invasive cancer cell groups showed (**f**) absence of K14 expression (12/19 IDC patients) (**g**) K14 expression throughout the invasive patterns (3/7 IDC patients) and (**h**) exclusive K14 expression in the cells located at the ECM-interface (4/7 IDC patients). Insets, K8/18 positive cells. Black arrowheads: K14 positive cells in the multicellular invasive cancer cell groups. Asterisk: K14 negative cells at the tumor-ECM interface. Scale bars: 250 (**f**–**h**), 100 μm (**c**), 50 μm (**b**; **f**–**h**, Zoom in), 10 μm (**f**–**h**, inset). Source data are provided as a Source Data file.

To confirm the presence of basal-like cells during invasion in breast cancer^1^, we analyzed the expression of K14 and K8/18 in serial tissue sections from 20 IDC tumors (grade 3) by immunohistochemistry (Fig. 1e–h). We focused on the collective invasion patterns, identified as groups of tumor cells (positive for K8/18) that invade the surrounding stroma (Fig. 1f–h, zoom ins). Most IDC samples analyzed (19/20) contained collective invasion patterns. The invasive patterns in 7 out of 19 samples contained K14-positive cells (Fig. 1g, h) that were located either i) throughout the invasive strands (3 out of 7 of K14-positive samples, Fig. 1g) or ii) almost-exclusively at the ECM interface (4 out of 7 of K14-positive samples, Fig. 1h). The K14-positive cells maintained K8/18 expression (Fig. 1g, h, insets) where some that are located at the ECM-interface show a weaker K8 immunoreactivity (Fig. 1h, inset and black arrowheads). In short, the MMTV-PyMT organoid model recapitulates basal-like cell led collective invasion in a subset of IDC patients.

### Collective invasion in Collagen I is driven by a subset of basal-like cells at the tumor-ECM interface

We next used the MMTV-PyMT tumor organoids to understand how collective invasion is initiated and decipher the underlying role of the ECM in regulating invasion. First, we characterized the luminal and basal features of the tumor organoids formed from single cells under non-invasive conditions (Basement membrane extract, BME) by analyzing K8 and K14 expression. Confocal immunofluorescence microscopy identified two subtypes of tumor organoids (Fig. 2a): A luminal population (~70% of all organoids) that consisted only of K8^HIGH^K14^NEG^ cells (Fig. 2a (i)) and a mixed population (~30%), in which a central luminal K8^HIGH^K14^NEG^ population was surrounded by a layer of basal-like K8^LOW^K14^HIGH^ cells that formed the organoid-ECM interface (Fig. 2a (ii), arrowheads). The presence of K8^LOW^K14^HIGH^ cells in tumor organoids originating from single cells (Fig. 2a, arrowheads), indicate that a subset of the MMTV-PyMT tumor cells may give rise to organoids containing both luminal and basal-like cells. To confirm that basal-like and luminal cells in MMTV-PyMT organoids may originate from the same cell, we established monoclonal organoids. We observed that single cells from MMTV-PyMT cultures could generate either luminal (K8^HIGH^K14^NEG^) or mixed subtype organoids (Fig. 2b), in line with previous reports using a 4T1 breast cancer cell line^20^. The detection of basal-like cells during the monoclonal MMTV-PyMT organoid formation and under non-invasive conditions in BME is consistent with recent studies^21^, and indicates that the presence of basal-like luminal cells is not dependent on pro-invasive stimuli from the ECM (for example from Collagen I).

**Fig. 2:**
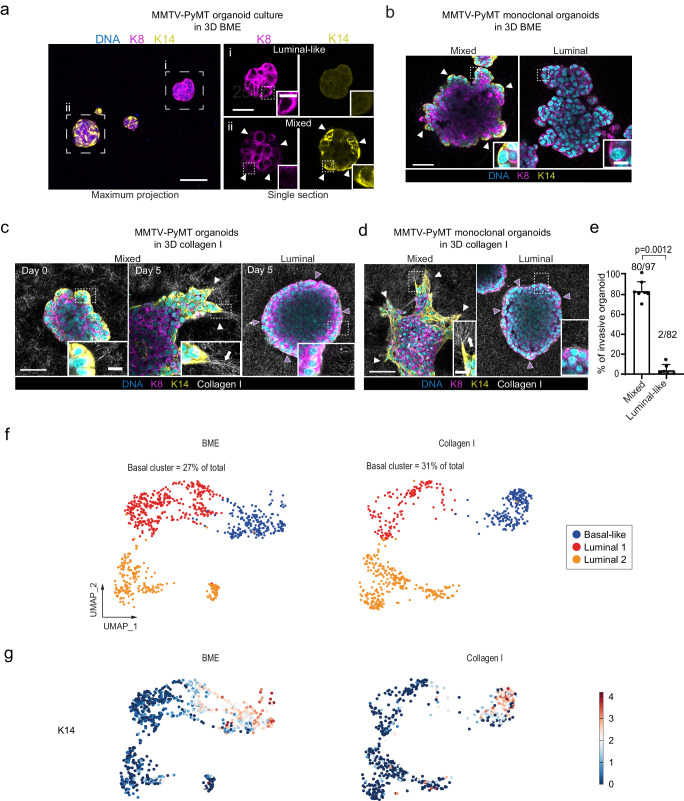
Basal-like cells become invasive in Collagen I and drive collective invasion. **a**, **b** Confocal imaging of Keratin 8 (K8), Keratin 14 (K14) in MMTV-PyMT (**a**) parental and **b** monoclonal cultures growing in 3D BME. a) Zoom in show the two subtypes of organoids (i) luminal and (ii) mixed. **a**, **b** Arrowheads indicate K14 positive (basal-like) cells located at the organoid-ECM interface. **c**, **d** Confocal imaging of MMTV-PYMT parental organoids embedded in 3D Collagen I (reflection). Protrusive K14-positive cells guide multicellular invasive strands. White arrowheads: leader cells, white arrows: Collagen I fiber alignment. Magenta arrowheads: non-protrusive K14-negative cells that are in contact with Collagen I. **a**–**c** Representative images from 3 independent experiments. **e** Percentage of monoclonal organoids showing at least 1 protrusive strand after 3 days in 3D Collagen I (related to **d**). Average values from *n* = 97 (mixed) and *n* = 82 (luminal) organoids per condition from 7 (mixed) and 6 (luminal) independent experiments. Error bars, SD. *P* values, two-sided unpaired Mann–Whitney test. **f** UMAP plots based on transcriptional profile from mRNA sequencing of single cells isolated from MMTV-PyMT organoids cultured in 3D BME (799 cells from 3× 386-well plates) or Collagen I (627 cells from 3× 386 plates). Percentage of basal cells of the total amount of cells is indicated in the upper corner of the UMAP plots. **g** Plots of the same individual cells as (**f**) with the red/blue color-coded log2 cumulative read counts of basal marker K14. Scale bars: 50 μm (**a**–**d**), 25 μm (**ai**, **aii**), 10 μm (**a**–**d**, inset). Source data are provided as a Source Data file.

To investigate how Collagen I induces invasive abilities, MMTV-PyMT organoids grown in BME, were transferred to either BME or Collagen I and cultured for up to 5 days (Supplementary Fig. S1a). In both BME and Collagen I gels, the luminal organoids lacked collective invasion (Fig. 2b-d) and the K14-negative cells at the organoid-ECM interface did not show any detectable protrusive behavior (Fig. 2c, d, magenta arrowheads). Cells at the ECM-interface retained K14-deficiency despite contact with Collagen I fibers for several days. Despite the presence of K14^HIGH^ cells, the mixed organoids were not invasive in BME (Fig. 2c). In line with previous reports^4^, the K14^HIGH^ cells were predominantly positioned at the organoid-BME interface, yet they lacked detectable protrusions (Fig. 2b, inset). In Collagen I however, a subset of the pre-existing K14^HIGH^ cells extended cytoskeletal protrusions and formed the leader cells of multicellular invasive strands. This was identified by immunofluorescence of MMTV-PyMT organoids at fixed time points (Fig. 2c, d, arrowheads) and by time-lapse confocal imaging of tumor organoids expressing endogenously tagged K14 (Supplementary Movie 1). The formation of the invasive strands was accompanied by extensive ECM remodeling and pulling forces, as visible by the Collagen I bundling and alignment detected by reflection microscopy (Fig. 2c, d and Supplementary Movies 1 and 2). These results indicate that the presence of basal-like cells and a supportive ECM environment are both essential for cells to emerge as leaders that drive collective invasion.

To further assess the basal and luminal cell identity in non-invasive and invasive conditions, MMTV-PyMT tumor organoids were embedded in either BME (non-invasive) or Collagen I (invasive) for 5 days and analyzed by single cell mRNA sequencing. 

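MMTV-PyMT organoids are grown from mammary tumors of mice that express the polyoma middle T oncogene in the mammary epithelium. Cells of organoids kept for 5 days in BME, a basement membrane extract, or in fibrillar Collagen I were sorted singly into 384-well plates. Their transcripts were counted by SORT-seq, a plate-based method in which each molecule carries a unique molecular identifier (UMI). The plates analysed here were 3 BME plates and 2 Collagen I plates (replicates 1 and 3) of the 3 plates per matrix in the study, and the other Collagen I plate was not analysed here. The authors deposited estimated transcript counts per well for 18384 genes and 88 ERCC spike-in transcripts. The values are numbers of distinct UMIs corrected for saturation, and UMIs of 6 bases gave back 100% of the values in every plate, whereas the sample labels describe UMIs of 4 bases. The submitters' processing notes name BWA as the aligner and mm10 as the genome build, and the versions are not given in the sources used here. Without the spike-ins, the BME plates held 9077590, 9335872 and 10911740 counts and the Collagen I plates 1631981 and 1091410. The median well held 17935, 16000 and 23042 counts in the BME plates and 3402 and 2364 in the Collagen I plates. ERCC transcripts took 2.45% ± 0.200 (SD, n = 3 plates) of all counts in BME and 8.12% ± 0.0774 (SD, n = 2 plates) in Collagen I. Wells with more than 500 counts, fewer than 8000 genes and less than 10% mitochondrial counts were kept. Mitochondrial counts were taken over the genes named with the prefix mt-, which in these files are ribosomal and transfer RNAs, and 944 BME wells and 556 Collagen I wells passed. Counting all genes of chromosome M instead, which was tried first, left 162 and 391 wells and too few BME cells for the default number of neighbours in the integration over plates, so that this choice was made after the data were seen. The plates were integrated by reciprocal PCA in Seurat, and 1 cluster with few detected genes was removed (89 BME and 128 Collagen I wells), which left 855 BME and 428 Collagen I cells. For the tests, counts were summed over the cells of one class in each plate, rounded, and compared with edgeR's quasi-likelihood test with TMM normalization. By the deposited files, the 3 BME plates shared 1 flow cell and each Collagen I plate had its own. No flow cell held both matrices, so that the matrix cannot be told apart from the sequencing run. No source used here says that the plates of one matrix came from separate cultures, and the p-values therefore measure only the spread between plates.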

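The cells kept from both matrices fell into 4 clusters, named here from markers chosen before the data were examined. The proliferating cluster (339 BME and 87 Collagen I cells) was led by genes of mitosis, among them Ube2c, Ccna2 and Cdc20. The luminal-like cluster (189 BME and 192 Collagen I cells) was led by secreted proteins of the luminal epithelium such as Spp1, Mgp and Csn3, together with the chemokine Cxcl5. The basal-like cluster (234 BME and 136 Collagen I cells) was led by Tnc, Krt17, the collagens Col17a1 and Col7a1 and the basal transcription factor Trp63. Some leading genes differed strongly between Collagen I and BME. In luminal-like cells Csn3 and Cxcl5 had log2 fold changes of 7.21 and -7.44, and in basal-like cells Tnc had 4.59. Krt17 and Trp63 differed less in basal-like cells, with 1.79 and -0.71. A cluster of 93 BME and 13 Collagen I cells stayed unnamed, because its median count was far below that of its plates and no marker of a cell type was among its leading genes. The class used for proliferating cells was added after the data were seen. Median counts per cell were 22949 in BME and 3699 in Collagen I for basal-like cells, 22973 and 4644 for luminal-like cells, 40835 and 6141 for proliferating cells, and 1291 and 965 for the unnamed cluster. Without integration over plates the clusters followed the matrix, and the basal-like cluster held 0.127% ± 0.220 (SD, n = 3 plates) of the BME cells.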

Dimension reduction with UMAP unsupervised clustering analysis revealed 3 cellular groups. 

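In BME, basal-like cells made up 27.4% ± 1.64 (SD, n = 3 plates) of the cells kept, and single plates held 25.7%, 29.0% and 27.5%. In Collagen I their share was 31.8% ± 1.23 (SD, n = 2 plates), with 32.7% and 30.9% in the single plates. Both Collagen I plates lay above all BME plates (two-sided exact permutation test, p = 0.1, the smallest p that 3 plates against 2 allow, so that this design cannot reach p = 0.05). When the clusters were built without the basal genes that the paper names and without the genes of Supplementary Data 1, the shares were 27.9% ± 3.80 (SD, n = 3) and 29.6% ± 0.366 (SD, n = 2), which differ by less than the spread between the BME plates. The order turned with more than 2000 counts required per cell (30.6% ± 5.33 in BME, n = 3, and 28.2% ± 1.95 in Collagen I, n = 2), and with all counts of chromosome M held under 10%, an alternative added after the data were seen (41.6% ± 5.60 and 33.2% ± 1.11). The shares were 24.7% ± 2.09 and 25.2% ± 2.70 with the poor cluster kept, and 33.1% ± 2.37 and 41.5% ± 4.14 with classes from a module score. With the unnamed cluster left out, also added after the data were seen, they were 30.9% ± 4.57 and 32.8% ± 0.995 (SD, n = 3 and 2). Krt14, the keratin whose protein is K14, is a partner of Krt5 in the filaments of basal epithelial cells and lies on chromosome 11 of mm10 from 100203162 to 100207548. Its transcripts were found in 92.7% of basal-like BME cells and 80.1% of basal-like Collagen I cells. In luminal-like cells, which should lack it, the shares were 40.2% and 22.9%. Collagen I cells held fewer counts, which lowers detection, so that these shares cannot be compared between the matrices.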

Based on K14 mRNA expression, cluster 1 was defined as a basal-like cluster (BME 26.9±3.5%, Collagen 31.1±0.8% of cells) (Fig. 2f, g). 

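Basal keratins were low in luminal-like and proliferating cells, and Cd14, a co-receptor for lipopolysaccharide that marks luminal progenitor cells, was high in them. Krt5 stood at 1229 ± 302 CPM (counts per 1000000 counts, SD, n = 5 plates) in basal-like cells, 74.3 ± 69.5 in luminal-like cells and 235 ± 66.5 in proliferating cells. For Krt14 the levels were 904 ± 214, 84.8 ± 91.4 and 137 ± 57.4 CPM (SD, n = 5), in the same order. Krt17 reached 443 ± 325 CPM in basal-like cells against 18.6 ± 18.5 in luminal-like and 51.0 ± 15.3 in proliferating cells (SD, n = 5). Cd14 reached 1289 ± 588 CPM in luminal-like and 1069 ± 364 in proliferating cells, against 436 ± 280 in basal-like cells (SD, n = 5). In the unnamed cluster the levels were 558 ± 931 CPM for Krt5, 255.7 ± 331 for Krt14 and 369 ± 175 for Cd14 (SD, n = 5). With the plate as a block, edgeR's quasi-likelihood test called 785 genes higher and 745 lower in basal-like than in luminal-like cells among 10023 tested, and Cd14 was lower with a log2 fold change of -1.72 (standard error 0.16, adjusted p = 6.9e-07). The clusters were found from the same transcripts, so that this count describes the clusters and is no independent test of them. It was 969 without BME replicate 1 and 977 without BME replicate 3.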

The low levels of the basal keratins and the higher amounts of CD14 mRNA detected in cluster 2 and cluster 3 compared to cluster 1 (Supplementary Fig. S1b), indicate a luminal transcriptional profile of these clusters^22,23^.

Taken together, our results show that Collagen I is neither required, nor sufficient, to induce the formation of basal like cells, an observation that was previously made in the same cellular model^24^. Yet, Collagen I drives a subpopulation of basal-like cells to become the protrusive leader cells of collective invasion. Thus, our model indicates that a basal-like cell identity is required for such collective invasion, while only few basal-like cells drive multicellular movement.

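Luminal-like and proliferating cells shifted more between the matrices than basal-like cells did. Luminal-like cells made up 22.3% ± 6.74 (SD, n = 3 plates) of the cells in BME and 44.9% ± 1.35 (SD, n = 2 plates) in Collagen I. The proliferating cluster fell from 39.7% ± 2.73 (SD, n = 3) in BME to 20.3% ± 1.77 (SD, n = 2) in Collagen I. In both cases the Collagen I plates did not overlap with the BME plates (two-sided exact permutation test, p = 0.1 each, the smallest p possible here). Cells of the proliferating cluster held the most counts, and Collagen I cells held fewer counts in every class, a gap in depth that can set such shares.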

### A Yap-TEAD associated transcriptional program is activated in basal-like cells cultured in Collagen I

To understand if Collagen I induces changes in gene expression that induce invasion, we compared gene expression profiles between the basal-like cell populations in Collagen I and BME using the single cell mRNA sequencing data. When compared to BME, the basal-like cells from Collagen I showed higher expression of genes involved in ECM regulation (Fn1, Tnc, Col8a1, Col18a1, Loxl3), cytoskeletal dynamics (Vim, Tpm, Myh9), paracrine signaling (Inhba, Ctgf) and cell-cell signaling (Jag1) (Fig. 3a). 

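Transcripts of the extracellular matrix rose strongly in basal-like cells of Collagen I, and genes of the actin cytoskeleton and of integrins rose too. Of 51 measured genes of a list on ECM and matrix remodelling, 38 were higher in Collagen I, 1 was lower and 12 did not pass the test (39 higher and 3 lower when adjusted over the list alone). Fibronectin (Fn1, chromosome 1 of mm10, 71585520 to 71653200) rose from 130 ± 38.5 CPM (SD, n = 3 plates) in BME to 1995 ± 428 (SD, n = 2 plates) in Collagen I. This is a log2 fold change of 3.93 (standard error 0.22, adjusted p = 4.3e-14 from edgeR's quasi-likelihood test). Tenascin C (Tnc, chromosome 4, 63959785 to 64047015), a matrix glycoprotein of remodelling tissue, rose from 45.5 ± 12.7 to 1121 ± 336 CPM (SD, n = 3 and 2), a log2 fold change of 4.59 (standard error 0.23). Col8a1, a chain of type VIII collagen (chromosome 16, 57624258 to 57754737), rose from 7.31 ± 1.49 to 328 ± 3.76 CPM (SD, n = 3 and 2), a log2 fold change of 5.48 (standard error 0.25). The stromelysin gene Mmp3 was listed at 0 in BME and stood at 35.4 ± 11.4 CPM (SD, n = 2) in Collagen I. The collagenase Mmp13 had a log2 fold change of 5.53, Loxl3, a lysyl oxidase that crosslinks collagen, of 3.89 and Col18a1 of 2.04. The fibroblast markers Col1a2, Col3a1 and Dcn had too few counts in these cells to be tested. They stood at 0, 0 and 3.11 CPM in BME and at 111 ± 152, 47.1 ± 66.6 and 55.6 ± 78.7 CPM (SD, n = 2) in Collagen I, where the plates lay far apart.
Of 40 genes of the actomyosin cytoskeleton and targets of serum response factor, 33 were higher, 1 was lower and 6 did not pass the test (35 and 1 when adjusted over the list alone). Vim, an intermediate filament of mesenchymal cells (chromosome 2, 13573927 to 13582826), had a log2 fold change of 1.41, the non-muscle myosin Myh9 of 1.57 and the tropomyosins Tpm2 and Tpm4 of 2.14 and 1.13. Tpm1 and Tpm3 had log2 fold changes of 0.66 and 0.54, with adjusted p of 0.012 and 0.046 from edgeR's test. Tagln2 and Fhl2, which bind actin and focal adhesion proteins, rose by log2 fold changes of 2.06 and 1.81. Of 10 integrin genes, 7 were higher and none was lower (8 and 0 when adjusted over the list alone), with Itga2 (4.64), which encodes the collagen-binding alpha 2 chain, Itgb3 (3.19) and Itga3 (1.75) rising most on the log2 scale.
Inhba, a subunit of activin, rose from 44.6 ± 13.9 to 410 ± 201 CPM (SD, n = 3 and 2), a log2 fold change of 3.14. Ctgf, which encodes a secreted matricellular protein, had a log2 fold change of 1.28 (standard error 0.29) and the Notch ligand Jag1 of 1.15 (standard error 0.24). Of 11 genes of the Notch pathway, 2 (Jag1 and Hes1, 1.10) were higher and 1 (the receptor Notch1, -1.32) was lower (the same counts when adjusted over the list alone), and the median of the list was -0.28 while its set test pointed up (camera, adjusted p = 0.946).
In all, 904 genes were higher and 636 lower in Collagen I among 9675 tested, with 233667 to 2375482 counts per sum, and both directions together gave 1540 genes, against 779 without Collagen I replicate 1 and 831 without Collagen I replicate 3. Without Collagen I replicate 3, edgeR no longer called Tpm3 (adjusted p = 0.294, range over the alternatives 0.0123 to 0.294), Tpm1 (0.155, range 0.00272 to 0.168), Jag1 (0.153, range 7.69e-07 to 0.153) and Ctgf (0.0568, range 7.4e-08 to 0.304). Without BME replicate 3 it called neither Tpm1 (0.0651) nor Tpm3 (0.0763, and 0.104 without BME replicate 2). Without Collagen I replicate 1 it called neither Tpm3 (0.108) nor Notch1 (0.333, range 0.000421 to 0.333). With all counts of chromosome M under 10% the calls of Tpm1, Tpm3, Ctgf and Notch1 were lost, with module score classes those of Tpm1, Tpm3 and Notch1, with thinned cells those of Tpm1 and Tpm3, and with DESeq2 or no filter that of Tpm3.

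**Figure D1:**
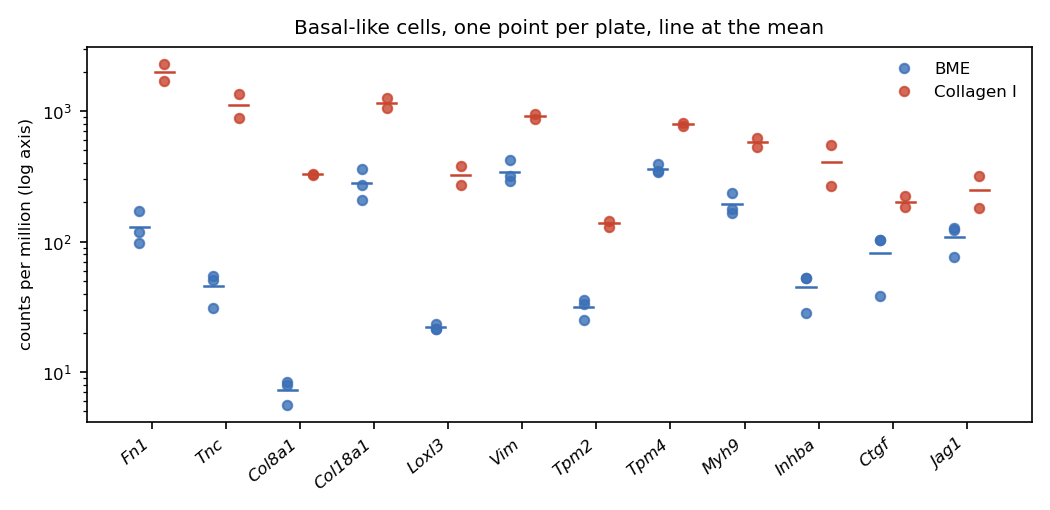
CPM of 12 genes in the basal-like cells of each plate, on a log axis, with 1 point per plate and a line at the mean of each matrix. For Fn1, Tnc, Col8a1, Loxl3 and Inhba both Collagen I plates lie above all 3 BME plates.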

Contrarily, basal-like cells from the BME samples expressed higher levels of genes related to the cell cycle (Pcna, Cdk4) and translation (Rpl3-5) (Fig. 3a and Supplementary Data 1). 

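Part of the genes of DNA replication, ribosome production and the ribosome itself were lower in basal-like cells of Collagen I than of BME. Of 33 S phase genes, 12 were lower and none was higher in Collagen I (14 and 0 when adjusted over the list alone), although the set test lost its call with an estimated correlation (adjusted p = 0.121 with an estimated correlation). Among them, Dtl, which directs the turnover of replication proteins, had a log2 fold change of -2.50, the primase subunit Prim1 of -2.22 and Cdca7 of -1.65. Pcna, the sliding clamp of DNA replication (chromosome 2 of mm10, 132249162 to 132253314), went from 205 ± 57.1 CPM (SD, n = 3 plates) to 124 ± 40.0 (SD, n = 2 plates), a log2 fold change of -0.76 (standard error 0.27, adjusted p = 0.048 from edgeR's quasi-likelihood test), and its plates overlapped. Cdk4, a kinase of the G1 phase, went from 475 ± 74.7 to 314 ± 18.1 CPM (SD, n = 3 and 2), a log2 fold change of -0.60 (adjusted p = 0.042 from edgeR).
Of 44 G2/M genes, 10 were lower and 2 higher (15 and 3 when adjusted over the list alone; adjusted p = 0.500 with an estimated correlation). The survivin gene Birc5 had a log2 fold change of -2.98, the condensin subunit Ncapd2 of -2.55 and the centromeric histone Cenpa of -2.27. Cells led by genes of mitosis had been split off as the proliferating cluster, whose share of cells also differed between the matrices. In BME, Birc5 stood at 352 CPM in that cluster and at 104.5 in basal-like cells. The S phase and G2/M values therefore describe the basal-like cells left after that split. Whether basal-like cells cycled less in Collagen I was not tested. In the list of Myc targets and ribosome biogenesis, 20 of 45 genes were lower and 1 higher (26 and 1 when adjusted over the list alone; adjusted p = 0.0884 with an estimated correlation), among them the nucleolar protein gene Nop56 (-2.19) and Odc1 (-1.87), the first enzyme of polyamine synthesis.
Of 75 ribosomal protein genes, 37 were lower in Collagen I and none was higher (50 and 0 when adjusted over the list alone; adjusted p = 0.117 with an estimated correlation). Rpl4 (chromosome 9, 64173375 to 64178666) fell from 5248 ± 558 to 2172 ± 178 CPM (SD, n = 3 and 2), a log2 fold change of -1.27 (standard error 0.21). Rpl3 and Rpl5 had log2 fold changes of -0.73 and -0.65 (adjusted p = 0.0091 and 0.022 from edgeR). The share of Rn45s, the precursor of ribosomal RNA, moved the other way, from 2.08% ± 0.604 (SD, n = 3) to 7.99% ± 0.654 (SD, n = 2) of the counts of a plate. The calls of Pcna and Cdk4 were lost in 10 and 9 of the alternative settings, for Pcna without BME replicate 1 or 3 or Collagen I replicate 1 (adjusted p = 0.0984, 0.0664 and 0.504, range over the alternatives 8.55e-06 to 0.504) and for Cdk4 without BME replicate 3 or either Collagen I plate (0.0900, 0.262 and 0.140, range 0.00561 to 0.262). Also lost were Rpl3 and Rpl5 without either Collagen I plate, Rpl5 without BME replicate 3 too (adjusted p over the alternatives 0.000175 to 0.115 and 0.00329 to 0.171), Dtl, Prim1 and Ncapd2 without replicate 1 (0.258, 0.204 and 0.0595, ranges 0.000603 to 0.258, 7.37e-06 to 0.204 and 7.12e-07 to 0.0866) and Prim1 and Cdca7 without replicate 3 (0.0524 for both, range 0.000145 to 0.0524 for Cdca7). Further losses were those of Rpl5, Prim1 and Ncapd2 with all counts of chromosome M under 10%, of Dtl, Prim1 and Ncapd2 with limma-voom and of Dtl and Prim1 with DESeq2.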

Basal-cell characteristics have been proposed to be induced by Collagen I, however except for Keratin 17 (K17), none of the major basal markers (K5, K14, Trp63) were upregulated in basal-like cells in Collagen I compared to BME (Supplementary Fig. S2a). Moreover, basal-like cells in Collagen I versus BME expressed similar relative levels of several classical EMT genes (*Snai2, Cdh2* and *Twist*) except for Fibronectin and Vimentin, which were upregulated by 6.7 and 2.08-fold in Collagen I compared to BME, respectively (Supplementary Figs. S1c–e and S2a).

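Krt17 rose in basal-like cells of Collagen I, whereas Krt5 and Krt14 did not pass the test. Krt17, a keratin of stressed and regenerating epithelium (chromosome 11 of mm10, 100256217 to 100261029), rose from 223 ± 33.2 CPM (SD, n = 3 plates) to 778 ± 235 (SD, n = 2 plates), a log2 fold change of 1.79 (standard error 0.20, adjusted p = 7.2e-08 from edgeR's quasi-likelihood test). Krt5 (chromosome 15, 101707070 to 101712898) stood at 1199 ± 372 and 1306 ± 362 CPM (SD, n = 3 and 2), a log2 fold change of 0.12 (standard error 0.23, adjusted p = 0.784). For Krt14 the levels were 900 ± 199 and 931 ± 345, a log2 fold change of 0.03 (standard error 0.22, adjusted p = 0.941). Trp63, the transcription factor of basal epithelial identity, was lower in Collagen I, with 194 ± 14.6 and 119 ± 9.96 CPM and a log2 fold change of -0.71 (standard error 0.23, adjusted p = 0.029). Cdh3 and Itga6, which encode P-cadherin and the integrin alpha 6 chain, rose by log2 fold changes of 1.08 and 0.89.
Krt8, a keratin of luminal cells, rose in the same cells. It went from 352 ± 48.9 to 2027 ± 229 CPM (SD, n = 3 and 2), a log2 fold change of 2.52, while Cd14 fell by 1.96 on the log2 scale. Of 8 luminal secretory genes, 3 were higher (Csn3, a milk casein, Spp1, which encodes osteopontin, and Mfge8, 2.09) and 3 were lower (4 and 4 when adjusted over the list alone). That list did not pass the set test (camera, adjusted p = 0.146), and its median was -0.15 while its mean was 0.70.
Trp63 lost its call with DESeq2, limma-voom and thinned cells and without BME replicate 2 or Collagen I replicate 1 or 3 (adjusted p = 0.0686, 0.256 and 0.0948, range over the alternatives 0.00062 to 0.256). Itga6 lost it without Collagen I replicate 1 (0.0545, range 4.38e-05 to 0.116) and with thinned cells. With all counts of chromosome M under 10% Itga6, Cd14 (-0.90, range 1.53e-16 to 0.085) and Cdh3 (range 2e-05 to 0.0616) lost theirs. The signs of Krt5 and Krt14 turned in several settings. Over the alternatives Krt5 ranged from -0.66 to 0.375 and Krt14 from -0.46 to 0.376, all short of a 2-fold change (1 or -1 on the log2 scale). A 2-fold change of a simulated gene was recovered in 35% of cases at this depth. For genes in general a difference of that size can therefore stay undetected. That rate was not computed for genes at the level of Krt5 and Krt14.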

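Of 8 tested genes of an EMT list, which holds transcription factors and cadherins beside Fn1, Vim and Epcam, 6 were higher in Collagen I and none was lower (6 and 0 when adjusted over the list alone; adjusted p = 0.0713 with an estimated correlation). Fn1 and Vim aside, these were Snai1, Twist1, Cdh2 and the epithelial adhesion gene Epcam, which rose from 336 ± 2.62 CPM (SD, n = 3 plates) to 907 ± 64.8 (SD, n = 2 plates), a log2 fold change of 1.43 (standard error 0.18, adjusted p = 6.0e-07 from edgeR's quasi-likelihood test). Snai1, a repressor of E-cadherin, rose from 22.1 ± 5.71 to 63.3 ± 3.33 CPM (SD, n = 3 and 2), a log2 fold change of 1.504 (standard error 0.34, adjusted p = 0.0021). Twist1 rose from a low level, 7.98 ± 2.81 CPM, to 27.5 ± 4.14, a log2 fold change of 1.74 (standard error 0.54, adjusted p = 0.025). Cdh2, which encodes N-cadherin, stood at 94.1 ± 18.4 and 156 ± 23.4 CPM, a log2 fold change of 0.74 (standard error 0.23, adjusted p = 0.028). Snai2, with 117 ± 9.32 and 110 ± 4.59 CPM, had a log2 fold change of -0.09 (standard error 0.24, adjusted p = 0.840), and the E-cadherin gene Cdh1 of -0.30 (standard error 0.21, adjusted p = 0.367). The calls of Cdh2 and Twist1 were lost without either Collagen I plate, with adjusted p up to 0.361 for Cdh2 (0.102 without BME replicate 3, range over the alternatives 0.0107 to 0.361) and up to 0.162 for Twist1 (range 0.00839 to 0.168). Snai1 lost its call without Collagen I replicate 1 (adjusted p = 0.0789, range 1.99e-06 to 0.114). All 3 lost it with all counts of chromosome M under 10%, Cdh2 and Twist1 with the top 5% of cells left out, and Cdh2 with DESeq2 and with thinned cells.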

**Fig. 3:**
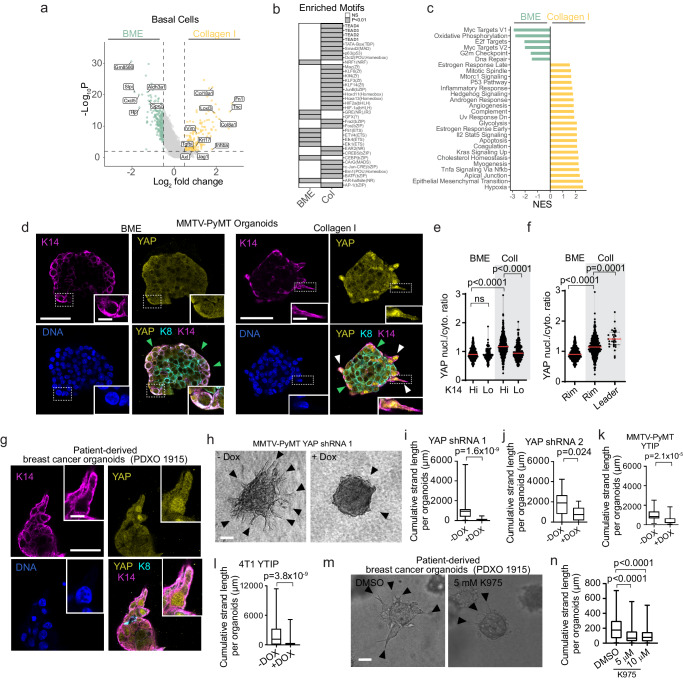
Collagen I enhances a Yap-associated program in basal-like cells that is required to drive collective invasion. **a** Differentially expressed genes in basal-like cells (Collagen I vs BME). *P* values, two-sided Wilcoxon rank sum test. **b** Enriched transcription factors (*P*≤0.01) based on motif analysis of the differentially expressed genes. *P* values, cumulative hypergeometric distribution without multiple comparisons adjustments (HOMER). **c** The significantly altered pathways from the gene set enrichment analysis, filtered for absolute values of NES >0.5 and enrichment *P* value (<0.01) produced by the GSEA. **d** Confocal imaging of Yap, K14 and K8 in MMTV-PyMT organoids embedded in BME/Collagen I (1 day). Arrowheads: K14-positive cells: rim (green); leader cells (white). **e** Yap nuclear/cytoplasmic ratio in cells located at the rim. K14-high (Hi) or -low (Lo), based on mean intensity. Red line: median from *n* = 407 (BME, K14 Hi), *n* = 92 (BME, K14 Lo), *n* = 627 (Collagen I, K14 Hi), *n* = 197 (Collagen I, K14 Lo) cells from three independent experiments. **f** Yap nuclear/cytoplasmic ratio in K14-high cells: rim (BME, *n* = 407; Collagen I *n* = 468) or leader cells (*n* = 33) from three independent experiments. **g** Yap, K14 and K8 in patient-derived organoids Collagen I, day 3) from 2 independent experiments. **h** Yap shRNA (−/+ Dox) in MMTV-PyMT organoids (Collagen I). Arrowheads: invasive strands. **i**–**l** Cumulative strand length after (**i**, **j**) Yap knockdown or (**k**, **l**) YTIP expression in MMTV-PyMT organoids (Day 3) and 4T1 spheroids (Day 2) in Collagen I. **i**–**l** Medians (black line), 25/75 percentiles (boxes) and maximum/minimum values (whiskers) from *n* = 30 organoids from three independent experiments (**i**, **k**), *n* = 15 (-Dox) *n*=17 (+Dox) organoids from two independent experiments (**j**), *n* = 81 (-Dox) and *n* = 88 (+Dox) spheroids from three independent experiments (**l**). **m**, **n** Patient-derived organoids invading in Collagen I, DMSO, 5 μM or 10 μM of K975 (n) resultant collective invasion after 2–3 days in Collagen I, *n* = 112 organoids analyzed per condition from three independent experiments. **n** Representation similar to (**i**–**l**). *P* values, (**i**–**l**) two-sided unpaired Mann–Whitney test; **e**, **f**, **n** two-sided Kruskal–Wallis test (Dunn’s multiple comparison). Scale bars: 50 μm (**d**, **e**, **h**, **m**), 10 μm (**d**, **g**, insets). Source data are provided as a Source Data file.

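Some targets of the YAP and TEAD factors were higher in basal-like cells of Collagen I, while the transcript of Yap1 itself did not pass the test. Of 20 genes of a YAP/TEAD target signature, 8 were higher, none was lower and 12 did not pass the test (8 and 0 when adjusted over the list alone; adjusted p = 0.111 with an estimated correlation). F3, which encodes tissue factor, rose from 12.2 ± 1.64 CPM (SD, n = 3 plates) to 91.4 ± 6.14 (SD, n = 2 plates), a log2 fold change of 2.88 (standard error 0.32, adjusted p = 7.4e-08 from edgeR's quasi-likelihood test). Cyr61 rose from 130 ± 53.4 to 391 ± 112 CPM (SD, n = 3 and 2), a log2 fold change of 1.54, Myof by 1.74 and the receptor tyrosine kinase gene Axl by 1.34. Of the genes that the study measured by qPCR after Yap knockdown, 10 were tested, of which 9 were higher and none was lower (9 and 0 when adjusted over the list alone). The study chose part of that list on these cells, so that its direction is not independent evidence. Its members Plau, a protease that activates plasminogen, and Tnnt2 rose by log2 fold changes of 3.94 and 2.92, whereas Lurap1l had 0.17 (standard error 0.29, adjusted p = 0.758). Ankrd1 and Areg had too few counts to be tested. Yap1 stood at 105 ± 10.7 and 103 ± 9.65 CPM, a log2 fold change of -0.02 (standard error 0.24, adjusted p = 0.972). Wwtr1, which encodes TAZ, a close relative of YAP, had a log2 fold change of 0.75 (adjusted p = 0.014) and Vgll4, a competitor for TEAD binding, of 1.86 (adjusted p = 0.024). The calls of Wwtr1 and Vgll4 were lost without Collagen I replicate 1 (adjusted p = 0.322 and 0.113, and for Vgll4 0.192 without replicate 3, ranges over the alternatives 0.000227 to 0.322 and 0.00142 to 0.192). With all counts of chromosome M under 10% Cyr61 had a log2 fold change of 0.73 and lost its call (adjusted p = 0.317, range 1.15e-12 to 0.317), as did Wwtr1, which also lost it with thinned cells.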

To identify which transcription factors are differentially active in basal-like cells, we performed a motif analysis on the promotor regions of the differentially upregulated genes in collagen I. This analysis predicted elevated transcription factor activity in basal-like cells from Collagen I, with strong enrichment of the TEAD transcription factor family among the upregulated motifs (Fig. 3b). 

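Most hypoxia and glycolysis genes rose in basal-like cells of Collagen I, while most genes of secreted defence and part of those of the respiratory chain fell. Of 36 hypoxia and glycolysis genes, 29 were higher and none was lower (31 and 0 when adjusted over the list alone; adjusted p = 0.0895 with an estimated correlation). Vegfa, the growth factor of blood vessels, went from 363 ± 57.4 CPM (SD, n = 3 plates) to 1722 ± 261 (SD, n = 2 plates), a log2 fold change of 2.24 (standard error 0.19, adjusted p = 3.6e-10 from edgeR's quasi-likelihood test), and Bhlhe40 and Ndrg1 had log2 fold changes of 3.21 and 2.39.
Members of the list of NF-kB and inflammatory response genes went both ways, with 4 higher and 7 lower among 28 (6 and 8 when adjusted over the list alone). Vcam1 (4.54 on the log2 scale), an adhesion molecule for leukocytes, and Ier3 (3.17) rose. The receptor gene Tlr2 fell from 11.9 ± 3.01 CPM (SD, n = 3) to 0 in both Collagen I plates, a call that was lost without either of them (adjusted p = 0.181 and 0.0864, range over the alternatives 0.00653 to 0.181). The list had a median of -0.10 and did not pass the set test (camera, adjusted p = 0.825). A rotation test, which asks if the genes move on balance in one direction, pointed up (fry, adjusted p = 0.0627), while its form for changes in either direction gave an adjusted p of 0.00036. Acute-phase and secreted defence genes fell, with 10 of 14 lower and none higher (12 and 0 when adjusted over the list alone). Complement C3 (-2.13) and Wfdc18 (-2.06) are among them. Of 25 immediate early and dissociation stress genes, 14 were higher, 1 was lower and 10 did not pass the test (17 and 1 when adjusted over the list alone). The list lost its call in the set test with an estimated correlation (camera, adjusted p = 0.0884). Among the higher genes were Egr2 (3.54) and Fos (3.10), transcription factors that respond within minutes to growth factors and to tissue dissociation.
Of 86 nuclear genes of oxidative phosphorylation, 27 were lower and 1, Ndufv3 (1.199), was higher (38 and 1 when adjusted over the list alone). Ndufa10, a subunit of complex I, had a log2 fold change of -1.35. Among the genes whose symbols start with mt-, ribosomal and transfer RNAs here, 1 of 9 was lower and none was higher (the median was 0.28 and the mean -0.68, camera, adjusted p = 0.825). Transcripts for proteins encoded by the mitochondrial genome, a list added after the data were seen, fell in 12 of 13 cases, with a median of -1.50, for example mtNd2 (-2.002) and mtCytb (-1.96). Their share of the counts of the median cell was 11.8% ± 2.12 (SD, n = 3) in BME plates and 4.28% ± 0.487 (SD, n = 2) in Collagen I plates.
Cholesterol synthesis genes were higher in 12 of 21 cases and lower in none (14 and 0 when adjusted over the list alone; adjusted p = 0.129 with an estimated correlation), with Insig1 at 1.74. Genes of the NRF2 response and of glutathione were lower in 10 of 21 cases and higher in 1 (12 and 1 when adjusted over the list alone; adjusted p = 0.112 with an estimated correlation), with Gpx2 at -1.9996 and Gclm at -1.82.
By the set test with a preset correlation of 0.01 (camera), 16 of the 20 lists passed. With an estimated correlation, 6 passed, namely ECM, actomyosin, integrins, acute-phase genes, nuclear oxidative phosphorylation and the genes measured by qPCR. Members listed in Supplementary Data 1 are those the study found changed in these cells, so that leaving them out favours a weaker result. Keeping them can favour a stronger one, since Supplementary Data 1 had been seen beforehand and rests in part on the same plates. The counts per list are therefore not independent evidence. Without the members listed in Supplementary Data 1, the acute-phase list did not pass (adjusted p = 0.314, range over the alternatives 1.9e-16 to 0.314), and edgeR no longer called Wfdc18 without Collagen I replicate 1 (0.132, range 2.41e-07 to 0.595) or Ndufa10 without replicate 1 or 3 (0.135 and 0.096, range 0.000341 to 0.168). Both lost their call with all counts of chromosome M under 10%, Wfdc18 with module score classes, Ndufa10 with limma-voom and with thinned cells, and Tlr2 with DESeq2.

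**Figure D2:**
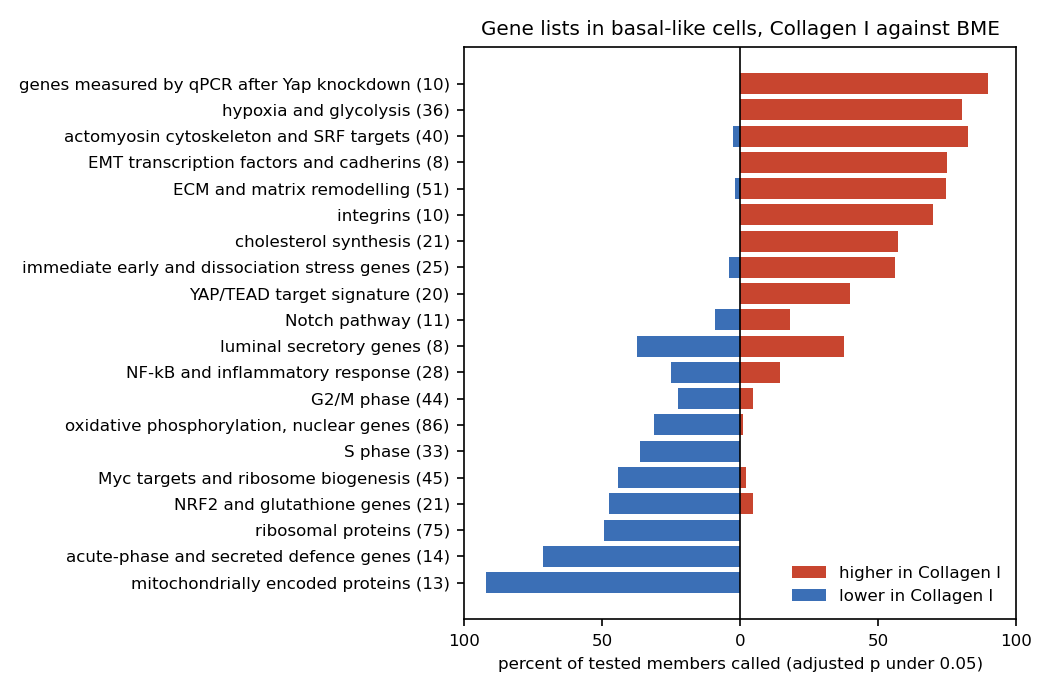
Percent of the tested members of gene lists, 19 of the 20 fixed ones and the added list for proteins of the mitochondrial genome, that were higher (to the right) or lower (to the left) in basal-like cells of Collagen I than of BME, by edgeR's quasi-likelihood test. ECM, actomyosin and hypoxia lists lie mostly to the right, and the acute-phase and the added list to the left.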

Subsequent gene set enrichment analysis revealed elevated activity of inflammatory pathways (Nfkb, Inflammatory response), EMT and Hypoxia in the basal-like cells from Collagen I. The basal-like population from BME showed higher activity in Oxidative phosphorylation, Myc signaling and cell cycle regulation (G2M, E2F) (Fig. 3c). Thus, Collagen I induces multiple transcriptional programs in basal-like cells that are distinct from the classical mesenchymal reprogramming previously implicated in breast cancer invasion.

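Among genes of basal-like cells that passed the test, with the plates of the matrices apart and at least 50 CPM in one matrix, the one with the highest fold change was Csn3, which encodes the milk protein kappa-casein, with 0.649 ± 0.182 CPM (SD, n = 3 plates) in BME and 68.7 ± 11.1 (SD, n = 2 plates) in Collagen I, a log2 fold change of 6.54 (standard error 0.58, adjusted p = 6.9e-10 from edgeR's quasi-likelihood test). Tnfrsf9, an activator of NF-kB in immune cells, followed with 6.52 (standard error 0.65). In luminal-like cells of the Collagen I plates Csn3 stood far higher than in basal-like cells. RNA or cells of the luminal-like class among the basal-like cells could add to its rise, which was not tested. Ptgs2, the inducible cyclooxygenase, had a log2 fold change of 5.48, the growth factor gene Hbegf of 4.67, the AP-1 subunit gene Fosb of 4.91 and the kinase gene Prkg2 of 4.4996. Lower in Collagen I were the protease inhibitor gene Slpi, with 596 ± 86.03 and 52.6 ± 6.76 CPM and a log2 fold change of -3.48, haptoglobin (Hp, -3.20), the aldehyde dehydrogenase gene Aldh3a1 (-5.09), Fut9 (-2.99), Scara5 (-2.62) and Sgk1 (-1.04), which lost its call without Collagen I replicate 3 (adjusted p = 0.0686, range 2.73e-06 to 0.0686). Scara5 had -1.11 and lost its call with all counts of chromosome M under 10% (adjusted p = 0.313, range 1.77e-08 to 0.313). Gm8580 and Gm12191, both annotated as processed pseudogenes, had log2 fold changes of -5.99 and -5.93, and of -6.03 and -4.74 in luminal-like cells. The files place Gm12191 on chromosome 15 and the annotation on chromosome 11. The chemokine gene Cxcl5 stood at 237 ± 86.6 and 141 ± 176 CPM (adjusted p = 0.141 from edgeR, 0.843 without Collagen I replicate 1 and 1.9e-05 without replicate 3, range over the alternatives 1.05e-10 to 0.843), and its Collagen I plates lay far apart.
The genes that the study lists in Supplementary Data 1 as changed between basal-like cells of both matrices all had the listed direction. Of 194 listed as higher in Collagen I, 190 passed edgeR's test here, and of 224 listed as higher in BME, 189 passed, with none passing in the opposite direction. These counts come from plates that the study also used, and its test took cells as replicates.
Many of the changes were shared with luminal-like cells of the same plates, among 8682 genes tested in both. Of the genes higher in basal-like cells, 67.8% were higher in luminal-like cells too (13.4% for independent lists), and of those lower 52.8% (11.2% for independent lists). Both comparisons share the plates and runs, so that the excess over independent lists does not measure a shared effect. The paper concludes that Collagen I induces several transcriptional programs in basal-like cells that differ from classical mesenchymal reprogramming. Its discussion points to many classical EMT genes that were not found induced, Fibronectin and Vimentin aside. Its gene set enrichment (Fig. 3c) lists EMT among the sets raised in Collagen I.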

Since Yap is a major TEAD-associated co-transcriptional activator, we tested if it is indeed activated in collectively invading cells. We analyzed the distribution of nuclear Yap by immunofluorescence, confocal microscopy and semi-automated in situ image analysis (Supplementary Fig. S2b). We focused on cells that are in direct contact with either BME or Collagen I (Supplementary Fig. S2b, 1st layer) and classified them as K14^HIGH^ or K14^LOW^ based on K14 expression (threshold: mean gray value). In BME, both K14^HIGH^ and K14^LOW^ rim cells showed low and comparable ratios of nuclear/cytoplasmic Yap (Fig. 3d, e). In contrast, K14^HIGH^ cells expressed significantly higher nuclear Yap levels in Collagen I compared to the K14^LOW^ rim cells (Fig. 3d, e). Nuclear Yap levels were further elevated in the invading K14^HIGH^ cells compared to the non-invading K14^HIGH^ cells at the organoid rim (Fig. 3d, white *versus* green arrowheads; Fig. 3f). The K14^HIGH^ cells leading the invasive strands showed increased nuclear enrichment of Yap, comparable to the breast cancer leader cells (Fig. 3d, Zoom ins, Fig. 3f). Unlike Yap, its close relative Taz was predominantly localized in the cytosol of K14^HIGH^ breast cancer leader cells as detected by immunostaining and confocal microscopy (Supplementary Fig. S2c) of MMTV-PyMT organoids using 3 different antibodies against Taz (Supplementary Fig. S2c, d). Finally, we tested whether YAP is also active in basal-like cells guiding collective invasion of human breast tumor cells. A limited number of human breast cancer organoids exhibiting K14 expression were identified, with none of the K14-negative samples displaying invasive characteristics in collagen I. The K14-positive patient-derived breast cancer organoid (PDXO 1915)^25^, similar to the MMTV-PyMT organoids, invaded in 3D Collagen I as cohesive multicellular strands guided by K14 positive cells enriched with nuclear Yap (Fig. 3g). In conclusion, using mouse and human breast cancer cell models, our data show increased Yap activity, specifically in the cells driving collective invasion in 3D collagen I.

### Yap is required for the emergence of leader cells and basal-guided ECM remodeling during collective invasion

To test the functional role of Yap in the emergence of leader cells and invasion, we interfered with Yap expression using doxycycline (dox)-inducible shRNA expression and with Yap-TEAD interactions by dox-inducible expression of Yap-Tead inhibitory peptide (YTIP)^26^. We scored the effect of interference on invasion in Collagen I. Dox-treatment caused a reduction in total Yap protein levels by 70-80% compared to control conditions (Supplementary Fig. S2e) and resulted in a significant reduction in the expression of classical Yap targets as well as Collagen I induced genes in the MMTV-PyMT mixed organoids (Supplementary Fig. S2f). Yap knockdown substantially reduced the number of protrusive leader cells, identified as the pointed tips of the invasive strands (Fig. 3h, arrowheads) and lowered the cumulative length of invasive strands by 50–90% after 3 days of culture in Collagen I (Fig. 3i, j). The inhibitory effect of Yap knockdown was also confirmed in freshly isolated MMTV-PyMT tumor organoids (Supplementary Fig. S2g, h). Similarly, collective invasion was reduced by at least 55% after dox-inducible expression of YTIP in MMTV-PyMT organoids (Supplementary Fig. S2i and Fig. 3k) and 4T1 breast cancer spheroids (Figure S2j, Fig. 3l). We next tested the effect of the Yap-Tead small molecule inhibitor (K975)^27^ on the invasion of the breast cancer (PDXO 1915) patient-derived organoid model. Treatment of Collagen I cultures with K975 (5 µM) inhibited the mRNA expression of some of YAP-target genes *CYR61 and CTGF*, indicating inhibition of YAP transcriptional activity (Supplementary Fig. S2k). K975 treatment at concentrations of 5 and 10 µM reduced collective invasion of the breast cancer patient-derived organoids in Collagen I by at least 45% (Fig. 3m, n). Unlike the inhibitory effects on invasion, Yap knockdown or YTIP expression did neither affect the positioning of basal-like cells at the rim of the organoids (Fig. 4a) nor organoid growth rates, as assessed by measuring the change in the surface area of the organoid body (Supplementary Fig. S2l). Moreover, the ratio of basal-like cells that entered the cell cycle was not affected by YTIP expression. Confocal analysis shows that the ratio of basal-like cells with nuclear Ki67 were comparable between YTIP-expressing cells and controls (Supplementary Fig. S2m). Thus, Yap and its interaction with TEAD transcription factors are required for basal-like cells to emerge as leaders and function in driving collective invasion.

**Fig. 4:**
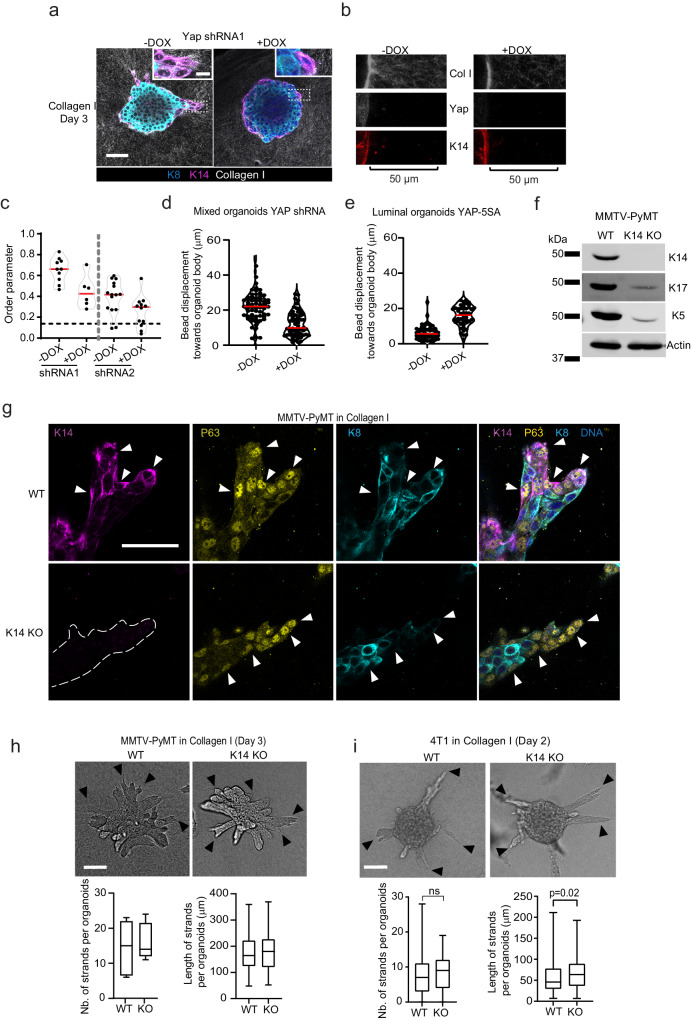
Yap drives basal-cell guided ECM remodeling and collective invasion independent of K14. **a** Confocal imaging of K14, K8, and Collagen I in control and Yap knockdown MMTV-PyMT organoids. Insets: K14-positive cells at the organoid-ECM interface. Representative image from three independent experiments. **b** Collagen I imaging using CNA35 GFP Collagen I dye in control and Yap knockdown organoids. **c** Collagen fiber order parameter near organoid rim (50 µm) with Yap shRNA1 or shRNA2 after 4 days of culture. Dotted line: average collagen order parameter within 50 µm from organoid rim on day 0 (mean = 0.16, SD = 0.08). Median (red line) *n* = 10 and *n* = 6 (shRNA1 -Dox and +Dox, respectively), *n* = 15 and *n* = 12 6 (shRNA2 -Dox and +Dox, respectively). **b**, **c** Data from 1 experiment. **d**, **e** Bead displacement towards MMTV-PyMT organoids with dox-inducible (**d**) Yap shRNA1 mixed organoid after 6 h in Collagen I and **e** YAP 5SA luminal organoids after 39h in Collagen I (−/+ Dox). Median (red line) from *n* = 63 (-dox) *n* = 60 (+Dox) (**d**) and *n* = 48 per condition (**e**) beads from one experiment. **f** Western blot analysis from two independent experiments showing K14, K17, K5 and actin expression from whole cell lysates of wild-type (WT) and K14 knockout (KO) MMTV-PyMT organoid cultures. **g** Confocal imaging of K14, p63 and K8 in WT and K14-KO organoids invading in Collagen I for 3 days. Arrowheads: WT and K14-KO leader cells with high nuclear Yap and low K8 signals. **g** Representative images from *n* = 8 organoids from 1 experiment. **h**, **i** WT and K14-KO (**h**) MMTV-PyMT organoids and **i** 4T1 spheroids invading Collagen I. Arrowheads: invasive strands. **h**, **i** Number and length of strand in WT and K14-KO organoids, medians (black line), 25/75 percentiles (boxes) and maximum/minimum values (whiskers) from (**h**) 72 (WT) and 84 (KO) invasive strands from five organoids per condition from one experiment and **i** 87 spheroids per condition from three independent experiments. *P* values, two-sided unpaired Mann–Whitney test. Scale bars: 50 μm (**a**, **g**), 100 μm (**h**, **i**), 10 μm (inset: **a**). Source data are provided as a Source Data file.

### Yap drives basal cell guided ECM remodeling

One of the key steps towards leader cell function is to interact with, pull and remodel adjacent Collagen fibers to induce their alignment and form the tracks for collective invasion^28^. Given the effects of Yap inhibition on leader cell function (Figs. 3h–n and  4a), we analyzed the orientation of the Collagen fibers located within 50 μm of basal-like cells (at the rim) of the organoid by Orientation J plugin (Fiji) that uses an order parameter to quantify their alignment perpendicular to the organoid rim. Yap knockdown substantially reduced the alignment of the Collagen I fibers by basal-like cells (Fig. 4b, c). In addition to the Collagen alignment analysis, we embedded tumor organoids with fluorescent beads in Collagen I followed by analyzing bead displacement because of the physical forces exerted by cells (Fig. 4d, e). After 6 h of culture, the average bead movement towards the organoid body was 21.79 µm (SD 7.854) and was reduced to 12.08 µm (SD 7.041) as a result of Yap knockdown (Supplementary Movie 3 and Fig. 4d). To further confirm the importance of Yap in ECM pulling, we overexpressed a constitutively active form of Yap (5SA, contains 5 Serine-to-Alanine mutation) in luminal organoids. DOX-induced YAP activation promoted pulling on the ECM, reflected by the 2.5 times increase in the movement of beads towards the organoid body compared to control luminal organoids that showed minimal bead displacement (6.244 µm, SD 4.109) even after 39 h of contact with Collagen I (Supplementary Movie 4 and Fig. 4e). Thus, Yap is required for basal-like cells to remodel and align Collagen I fibers.

### Collective invasion is independent of K14 expression

K14 has been functionally implicated in leader cell function as well as in the regulation of Yap via its interaction with 14-3-3S^29^. To directly investigate its importance in Collagen I induced collective invasion, we performed CRISPR/Cas9 mediated deletion of the K14 gene in the mixed MMTV-PyMT tumor organoids. Deletion of *Krt14* was confirmed by DNA sequencing (Supplementary Fig. S3a) and subsequent western blot analysis showed absence of K14 protein (Fig. 4f). In line with previous reports^30^, *Krt14* deletion caused a strong reduction (> 80%) of the basal keratins K5 and K17 (Fig. 4f). K14 KO organoids still contained basal-like cells as detected by the high expression of p63 (basal-cell marker) (Fig. 4g, arrowheads) and low K8 levels (Supplementary Fig. S3e, arrowheads). KO of K14 was not sufficient to prevent organoid invasion (Fig. 4h). Similar to MMTV-PyMT tumor organoids, K14 KO in 4T1 breast cancer cell line (Supplementary Fig. S3c) did not affect collective invasion in Collagen I (Fig. 4i). Despite K14 KO, the basal leader cells showed a protrusive morphology and maintained nuclear enrichment of Yap (Fig. 4g–i and Supplementary Fig. S3e, arrowheads). We therefore conclude that Collagen I-mediated Yap activation and collective invasion do not require K14 expression.

### Tension on Collagen I fibers contributes to the Yap-driven transcriptional program in leader cells

Since Yap is a mechano-transducer, we investigated whether Collagen-I mechanics cause Yap activation in basal-like cells. Detaching Collagen gels (after polymerization) from the underlying surface of the culture plate is an established method to perturb mechanics of the collagen network^31,32^. Detached/floating gels cannot sustain tension buildup and consequently, cells fail to establish or maintain Collagen I fiber alignment^33^.

First, we assessed the tumor organoid phenotype in static conditions and observed that most MMTV-PyMT organoids failed to invade in floating Collagen gels (Fig. 5a, b) and the transition of basal-like cells into leader cells was strongly inhibited (Supplementary Fig. S3b). We also found that, while Yap mRNA levels were similar in organoids embedded in floating and attached Collagen gels, the expression levels of some classical and Collagen I-induced Yap targets were lower in floating conditions (Fig. 5c). These data confirm that Yap-mediated transcription is dependent on tension in Collagen I fibers.

**Fig. 5:**
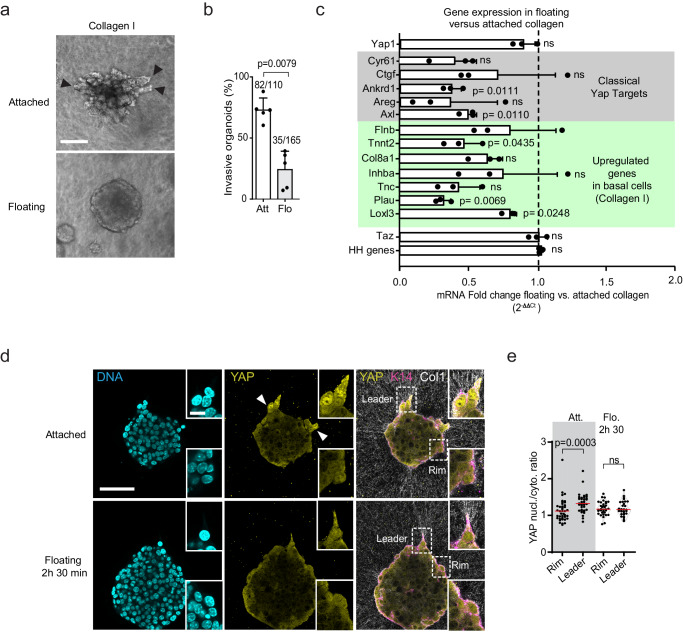
Collagen I induced forces control Yap-mediated transcription and invasion. **a** Representative bright-field images of MMTV-PyMT organoids embedded in attached (Att.) and floating (Flo.) Collagen I gels. Arrowheads: invasive strands. **b** Percentage of organoids that have 1 or more invasive strands (invasive organoids). Data show average values with SD from *n* = 110 (Att.) and *n* = 165 (Flo.) organoids from five independent experiments. *P* values, two-sided unpaired Mann–Whitney test. **c** qPCR data showing relative mRNA expression of the classical Yap targets and other genes (identified from single cell sequencing) in MMTV-PyMT organoids embedded in floating relative to attached Collagen I gels. The bar graph represents the average values with SD from 3 independent experiments. *P* values, two-sided Student’s *t* test. **d** Yap distribution in rim and leader cells after detaching the Collagen gels for 2 h 30 min. **e** Yap nuclear/cytoplasmic ratio in the K14 positive cells that are either located at the rim or at leader positions in attached and floating gels. Data are derived from 29 to 40 cells per condition from three independent experiments. *P* values, two-sided Kruskal–Wallis test with Dunn’s multiple comparison. Scale bars: 50 μm (**a**, **d**), 10 μm (**d**, inset). Source data are provided as a Source Data file.

Next, we addressed the role of Collagen I biomechanics in controlling Yap activity in leader cells. First, we observed that a partial digestion of the Collagen I network using short term treatment with a low concentration of collagenase (3 min, 0.5 mg/mL) abolished nuclear localization of Yap in both rim and leader cells compared to control conditions (denatured collagenase) (Supplementary Fig. S3d). Although it highlights the strong dependence of Yap activity on Collagen I biomechanical conditions in both low (rim cells) and high (leader cells) Yap activity cells, it does not allow us to understand the distinction between the two populations. As visible in Supplementary Movie 1 and Supplementary Movie 2, the Collagen network remodels dynamically to establish areas where fibers align perpendicular to the tumor organoid edge, which is caused by organoid-Collagen interactions and subsequent pulling forces. This is supported by previous reports showing that dynamic pulling forces are applied on Collagen I fibers by the leading edges and essential for collective invasion of breast and colon cancer cells^28,33^. Based on these observations, we hypothesize that the high mechanical tension present in aligned Collagen fibers^34^ is responsible for the increased activity of Yap in leader cells. To directly test this, we allowed tumor organoids to become invasive in Collagen I gels for 24 h and then detached the gels from the surface of the dish to perturb the high tension. In detached gels (2 h 30 min), Yap nuclear levels in leader cells (still in contact with aligned Collagen I) dropped to levels comparable to the non-protrusive basal-like rim cells (Fig. 5d, e). In contrast, the non-protrusive basal-like cells (rim cells) showed similar Yap nuclear levels in both floating and attached gels (Fig. 5d and Supplementary Fig. S3b). Thus, Yap activity in leader cells is specifically inhibited by reducing ECM tension, strongly suggesting that mechanical forces on aligned Collagen I fibers are essential for the increased Yap activity in leader cells.

Since Yap is first required for basal-like cells to align Collagen I fibers and further activated by ECM tension, our work proposes a YAP-centered and mechanically regulated feed-forward mechanism that drives collective cancer invasion.

### Yap promotes local invasion in vivo and is expressed in invading strands in patient breast cancer samples

To test whether Yap is required for collective tumor invasion in vivo, we injected MMTV-PyMT organoids harboring dox-inducible Yap shRNAs into the 4^th^ mammary fat pad of mice (Fig. 6a). After tumors reached a volume of 50 mm^3^, mice were randomized, and Yap knockdown was induced by supplying dox-containing food. Dox-treatment did not affect tumor growth as monitored by the increase in the tumor volume over time, except for the slight increase in tumor volume observed as of week 11 in the dox-treated mice (Fig. 6b). We next performed histological analysis of the tumor borders by calculating the protrusive index based on the perimeter and the convex hull ratio of the tumor border (Supplementary Fig. S4a). From these measurements, Yap knock-down inhibited the protrusions of the tumor by 23% compared to control tumors, whose invasive borders were rich in multicellular strands extending into the mammary stroma (Fig. 6e, f). We then tested the impact of Yap-Tead inhibition (YTIP) on tumor growth and invasion in vivo. Tumor organoids harboring dox-inducible YTIP showed a comparable increase in volume over time (Supplementary Fig. S4b). Similar to Yap shRNA1, organoids expressing dox-inducible YTIP show less protrusive morphology (by 19%) (Fig. 6d, g, white arrowheads) and more rounded borders (Fig. 6d, red arrowheads) compared to control. In addition to the primary tumors, we analyzed the number and relative size of the spontaneous metastasis formed in the lungs of the control and dox-treated mice (Yap shRNA1, 2 and YTIP). Our analyses show no significant differences between dox-treated mice and controls, in both the number and size of metastases in the lungs (Supplementary Fig. S4c). Based on our invasion analysis, we show that Yap is a major regulator of collective invasion in 3D Collagen I in vitro as well as in the complex mammary tissue surrounding primary tumors in vivo.

**Fig. 6:**
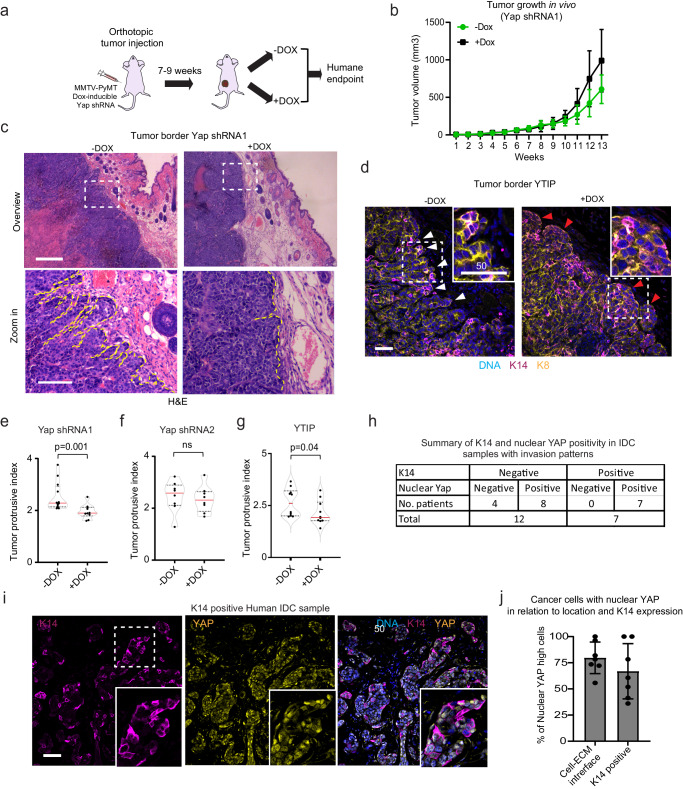
Yap promotes breast cancer invasion in vivo. **a** Experimental strategy for injecting MMTV-PyMT organoids harboring dox-inducible Yap shRNA1 or shRNA2 in the 4th mammary fat pad. **b** Tumor volumes were monitored weekly using digital caliper in the context of doxycycline (dox)-containing or control food with the starting time of dox treatment (week 7 or 9) depending on tumor size. Values represent the average tumor volume with SD. 13 mice (2–13 weeks) per condition. **c** Representative hematoxylin and eosin (H&E) stainings of primary tumors from control and dox-treated mice. Dashed lines indicate the invasive front contours. **e**–**g** quantification of tumor invasion assessed by protrusive index (related to Supplementary Fig. S3a) in response to Yap knockdown (shRNA1 or shRNA2) and expression of YTIP. **d**, **e** Each value represents the average of (**e**, **f**) at least 2–4 regions of tumor borders (10× objective) per tumor from *n* = 12 (-Dox) and *n* = 10 (+Dox) for shRNA1 and *n* = 8 mice per condition for shRNA2 and **g** 1–3 regions (20x objective) per tumor from *n* = 10 mice per condition. *P* values, two-sided unpaired Mann–Whitney test. **h** Summary of K14 and nuclear Yap protein expression in IDC samples. **i**, **j** K14, and Yap immunostaining of (whole) section from a K14 positive IDC sample (Representative image *n* = 7 tissue sections). Zoom ins depict multicellular invasive cells with nuclear YAP distribution, particularly in the basal-like cells located at the interface with the breast tissue. **j** Percentage of cells with SD that have nuclear Yap that are located at the interface with the ECM and that are K14 positive. Data represent average percentage from 7 K14 positive IDC patients. Scale bars: 100 μm (**c**), 50 μm (**d**, **i**). Source data are provided as a Source Data file.

To compare our findings to human breast cancer, we analyzed YAP expression in IDC samples. We first focused on the subset of patients that showed basal-like cells in their invasive patterns. Immunohistochemical analysis showed that Yap expression was enriched in the nucleus of the K14 positive cellular subsets (Supplementary Fig. S4d, e, arrowheads). By confocal microscopy and in situ image analysis we found that ~60% of the tumor cells with nuclear Yap expressed K14 (Fig. 6i, j). A stronger association was observed between nuclear Yap and cell position relative to the ECM, as ~75% of the cancer cells with nuclear Yap are located at the tumor ECM interface (Fig. 6j). Interestingly, invasive IDC cells expressing nuclear YAP were also detected in 8 out of 12 of the K14 negative invasive tumors (Supplementary Fig. S3f). This indicates that K14 positivity associates with but is not essential for Yap activation in breast cancer cells, consistent with our K14 KO experiments in 3D Collagen I in vitro. The evidence of YAP activation in collectively invading cancer cells in patient samples underscores the likely translational relevance of the Yap-centered leader cell emergence mechanism uncovered in this study.

## Discussion

We here uncover a feed-forward loop between Collagen I and Yap signaling in basal-like tumor cells as a key driver for collective breast cancer invasion. Yap activation is initiated by Collagen I contact and subsequent feed-forward induction of a transcriptional program that promotes ECM remodeling leading to local alignment of Collagen I. Establishment of aligned Collagen organization through activated basal-like cancer cells leads to the emergence of protrusive leader cells that propel collective invasion, the predominant mode of dissemination in breast cancer (Fig. 7).

**Fig. 7:**
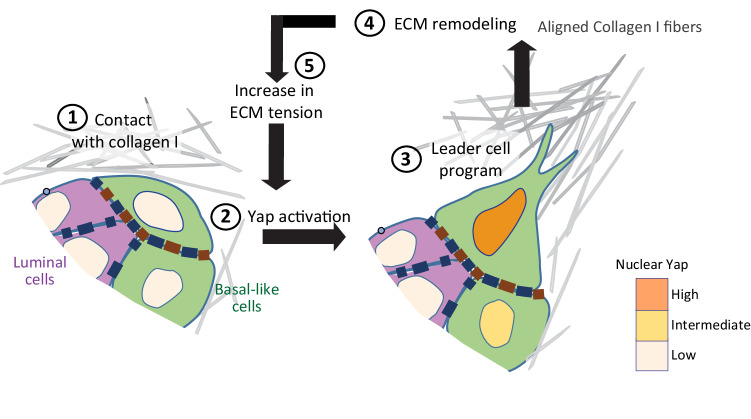
Bidirectional Yap-mediated cell-ECM interactions drive the emergence of leader cells and collective invasion. Proposed sequential steps (1–5) underlying the induction of basal cell driven collective invasion by Collagen I. Biomechanical cues within Collagen I fibers are mechanotransduced by basal-like cells through Yap, which activates a transcriptional leader cell program. The leader cell program induces basal-like cells to protrude into and remodel the Collagen I-rich ECM. The remodeled ECM is mechanotransduced by basal-like cells through further Yap activation creating a feed-forward loop that initiates and maintains protrusive collective invasion.

Collagen I interactions have been proposed to promote invasive characteristics and establishment of leader cells by activating luminal to basal cell reprograming. The expression of K14, which is associated with basal reprograming, was functionally implicated in the induction of collective invasion by Collagen I in MMTV-PyMT breast cancer organoids^1,35^. In our model system, a basal-like transcriptional program was not induced by the interaction of the organoids with Collagen I, as we did not observe basal-like cell emergence from fully luminal organoids, and because comparable percentages of basal-like cells were observed in mixed organoids grown in BME and Collagen I. Therefore, we focused on elucidating the mechanisms promoting the transition of pre-existing basal-like cells into invasive leader cells, rather than mechanisms driving luminal to basal cell reprogramming^1,36^.

The K14-independent invasion that we observe in 3D collagen I contradicts previous reports where K14 knockdown inhibits invasion of the MMTV-PyMT tumor organoids^1^. Cheung et al., used lentiviral transduction of freshly isolated tumor organoids followed by rounds of antibiotic selection to enrich for cells that express the shRNA. Whether the K14 KD organoids still contain basal-like cells after the rounds of selection remains unclear. We show by p63 immunostainings that the basal-like cells are still present in the K14 KO organoids and able to drive collective invasion. We cannot exclude compensatory mechanisms (because of gene KO and culturing) that allow basal-like cells to drive invasion independent of K14, K5 and K17. In patients, collective invasion occurs without the expression of K14 in many clinical breast cancer samples, in line with previous reports that show K14-negative IDC tumors using immunohistochemical analysis and qPCR^37^. Altogether, our work show that leader cells can still emerge and drive invasion without the expression of K14.

Similar to luminal to basal reprograming, epithelial to mesenchymal transition (EMT) can also be induced by Collagen I interactions^38,39^. In our model, basal-like cells express higher levels of some EMT-associated genes compared to luminal cells. However, in collagen I, we did not observe the induction of many classical EMT genes (Snail, Twist, Cdh2), except for Fibronectin and Vimentin, suggesting partial EMT characteristics acquired by the basal-like leader cells. Indeed, invasive basal-like leader cells maintain E-cadherin expression with the follower cells during collective invasion in collagen I^40^. Thus, our studies show that Collagen I promotes a transcriptional program that is different from luminal to basal cell reprograming and classical EMT.

Whereas most of the reported oncogenic functions of Yap involve activation of cell proliferation and stem cell properties^13,14^, we show that Yap mediated transcription induces basal-like breast cancer cells to become protrusive and lead collective invasion. In vitro, YAP knockdown caused a strong inhibition of invasion, however, in the in vivo setting, the inhibitory effects of YAP knockdown on invasion was less pronounced. The influence of the complex tumor microenvironment in vivo might explain the differences in the extent of invasion inhibition compared to the in vitro models. The presence of additional factors in vivo, such as multiple ECM components, stromal cells and paracrine factors, may contribute to the insufficiency of Yap inhibition in tumor cells to strongly block invasion, unlike in simpler 3D models. Future investigations should aim to elucidate the Yap downstream targets that are essential for invasion and metastasis, which will clarify its potential as a therapeutic target.

ECM remodeling is a major determinant for the establishment of leader cells and the drive of collective invasion^41,42^. We show that Yap-driven collective invasion depends on ECM remodeling. Conversely, progressive Collagen alignment near basal-like cells at the organoid rim is lost upon perturbance of Yap. Collagen I alignment is strongly dependent on mechanical pulling mediated by the cytoskeletal actin-rich protrusions^34^. Several of the genes that are upregulated in basal-like cells (incl. Vim, Tpm2) regulate actin protrusions and may contribute to cytoskeletal changes that accommodate Collagen I pulling and alignment^43–45^. In addition, Yap controls the expression of ECM components and ECM-modifying enzymes (incl. Tnc, Col8a1, Loxl3 and Plau), several of which have been shown to support cancer cell invasion and associate with poor clinical outcome in breast cancer patients^40,46–48^. Transcriptional effects on ECM remodeling place Yap at the center of a previously unappreciated mechanical feed forward loop in the induction of leader cell functions and collective invasion. This could explain the stochastic occurrence of invasive strands at the tumor/organoid ECM interface where the ECM becomes stiffer because of remodeling including Loxl3-mediated crosslinking^40^. Patches of aligned and stiffened Collagen I activate YAP and lead to the transcription of ECM remodeling factors in basal-like cells at the tumor-ECM interface. Collagen I structure changes further leading to larger areas of Collagen alignment and build-up of mechanical tension that further increases Yap activity in the adjacent cells to become the leaders of invasion. Indeed, in IDC, basal leader cells have been shown to guide the invasive strands almost exclusively toward regions with aligned Collagen fibers^1,40^. The molecular mechanism underlying Collagen I-induced activation of Yap in basal-like cells remains to be elucidated. Mechanical activation of Yap in leader cells may depend on cell-ECM receptors (incl. integrins, DDRs)^49–51^, cell-cell junctions between leader and follower cells^40,52^, and on mechanically activated channels (incl. Piezo, connexin hemichannels)^6,53,54^ that are proposed in several models to be active in the cytoskeletal protrusions of leader cells.

The well-described mouse models used in our study recapitulate the organization of many human breast tumors containing luminal and basal-like cells. However, of the many human breast cancer organoid lines investigated, we only found very few that contained basal-like cells. Using human breast cancer organoid line (PDXO 1915), we show the importance of YAP signaling for basal-like cells to become leaders of invasion in human breast tumor. Further validation of the wider relevance awaits the entry of additional basal-like cell-containing human breast cancer organoid lines in the field.

In conclusion, we uncovered a mechanism in which Yap regulates a transcriptional program that is driven  by reciprocal ECM interactions. The resulting signals induce basal-like cancer cells to orchestrate collective breast cancer invasion.

## Methods

Our research complies with all relevant ethical regulations and approved by The Netherlands Food and Consumer Product Safety Authority (NVWA) of the ministry of Agriculture, Nature and Food, and the Tissue Science Committee of the University Medical Center Utrecht.

### Antibodies and reagents

The following primary antibodies (Supplementary Table 1) were used: mouse anti-human YAP (Cat# sc-101199, Santa-Cruz), rabbit anti-human YAP (Cat# 4912, CST), rat anti-mouse Keratin 8 (Cat# 531826, DSHB), rabbit anti-human Keratin 14 (Cat# 905301, Biolegend), mouse anti-human Keratin 14 (Cat# ab7800, Abcam), rabbit anti-human Keratin 5 (Cat# ab52635, Abcam), rabbit anti-human Keratin 17 (Cat# ab183330, Abcam), rabbit anti-human TAZ (ab84927, Abcam), mouse anti-chicken Actin (Cat# 1501, Millipore). The following secondary antibodies were used: Alexa Fluor-488/568/647-conjugated goat anti-mouse, -rabbit or -rat antibody (Invitrogen). Odyssey goat anti-mouse 800 and goat anti-rabbit 680. To visualize the nucleus and F-actin, 4′,6-diamidino-2-phenylindole (DAPI, Thermo Fisher) and Alexa Fluor-568-conjugated phalloidin (Thermo Fisher) were used, respectively.

### Organoid and cell culture

MMTV-PyMT breast cancer organoids were a generous gift from Jacco Van Rheenen^17^. The breast cancer patient-derived organoids PDXO 1915 were obtained from the Park Lab (McGill University, Canada)^25^. As characterized in ref. ^25^, the PDXO 1915 organoids (GCRC1915Tc) are derived from an IDC-NOS female breast cancer patient with basal molecular subtype. The patient had distant metastases and was treated with adriamycin/doxorubicin, cyclophosphamide, carboplatin and taxol/paclitaxel. The 4T1 metastatic breast cancer cell line was used (CRL-2539 ATCC).

Tumor organoids (MMTV-PyMT, PDXO 1915) were cultured in 20–40 µL drops of 3D Cultrex PathClear® RGF basement membrane extracts type 2 (BME)^55^. Similarly, 4T1 cells were treated as the organoids and cultured in 3D BME where they grew from single cells into multicellular spheroids. MMTV-PyMT PDXO 1915 tumor organoids as well as 4T1 spheroid cultures were maintained (37 °C, 5% CO_2_, humidified atmosphere) in FCS-free culture medium. For both MMTV-PyMT and 4T1 cells, the media consisted of Advanced DMEM/ F12 media containing 10 mM HEPES (Cat# 15630-056, Life Technologies), 1× Glutamax (Cat# 35050-038, Life Technologies), 100 Units/mL Penicillin-Streptomycin (Cat# DE17-602E, Westburg), 1.25 mM N-acetyl-cysteine (Cat# N0636, Sigma-Aldrich), 1× B27 (Cat# 17504-044, Life Technologies), 2.5 nM bFGF2 (Cat# 100-26, PeproTech), 100 μg/mL Primocin (Cat# ant-pm-05, InvivoGen). PDXO 1915 were cultured in medium prepared from Advanced DMEM/F12 reduced (12634028, Gibco) with addition of 1% penicillin-streptomycin (pen/strep, 15070-063, Gibco), 1% GlutaMAX™ supplement (35050-061, Gibco), 1% HEPES (15630080, Lonza). Medium was also supplemented with 1.25 mM N-Acetyl-L-Cysteine (NAC; A9165-5G, Sigma), 1× B27 (17504001, Gibco), 50 µg/mLPrimocin (ant-pm1, Invivogen), 100 ng/mL Noggin (120-10C-50UG, Peprotech), 250 ng/mL R-spondin-3 (120-44-100UG, Peprotech), 10 mM Nicotinamide (N0636-100G, Sigma), 5 ng/mL FGF-7 (100-19-10UG, Peprotech), 20 ng/mL FGF-10 (100-26-25UG, Peprotech), 500 nM A83-01 (SML0788-5MG, Sigma), 37.5 ng/mL Neuregulin (100-03-50UG, Peprotech), 500 nM SB202190 (S7067-5MG, Sigma) and 5 ng/mL hEGF (AF-100-15-1MG, Peprotech). For passaging^55^, tumor organoids and spheroids were collected by disrupting the BME drops mechanically followed by incubation with 300–500 μL of trypsin-EDTA (TrypLE Express, Cat# 12605-010) for a maximum duration of 1 min at 37 °C. When the organoids and spheroids are dissociated into single cells and small clusters, trypsin digestion was inhibited by the addition of trypsin inhibitor (Cat#: T9003, Merck Sigma), followed by a washing step and centrifugation (314×*g*, 5 min). Cell pellets were suspended in BME. After polymerization, the gels were supplemented with culture media. All organoids and cell lines were negative for mycoplasma contamination (MycoAlert Mycoplasma Detection Kit, Lonza).

For the generation of monoclonal cultures, MMTV-PyMT organoids were dissociated into single cells and seeded at a density of 1 cell/well in a 96-well plate containing BME. Wells containing doublets, clusters or more than one cell were disregarded. Only wells (8/96) with clear and morphologically distinct individual cells were kept and followed over a period of 5–7 days. In total, 4/8 of the single cells grew into organoids and 3 of these monoclonal organoids were propagated and analyzed for K14 and K8 expression and invasion.

### Lentiviral production and tumor organoid transduction

The following Yap shRNA sequences Yap shRNA1: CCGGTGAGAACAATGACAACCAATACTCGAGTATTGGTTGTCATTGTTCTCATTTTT; Yap shRNA2: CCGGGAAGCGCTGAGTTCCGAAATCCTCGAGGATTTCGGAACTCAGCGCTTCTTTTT were inserted into the pLV FUTG Tetracycline Inducible shRNA vector using the In-fusion cloning kit (Clontech). Similarly, YTIP-GFP cDNA was inserted into the pInducer20 vector^56^. Insertion of the Yap shRNA oligos in the pLV FUTG and YTIP-GFP in pInducer20 were confirmed by sequencing using the following primers FUTG-tet Ind-shRNA GGGTTTATTACAGGGACAGC and GATCACTCTCGGCATGGACG, respectively.

For forced expression of constitutively active YAP1 (YAP1-5SA), Myc-YAP-5SA from plasmid pQCXIH-Myc-YAP-5SA (Addgene plasmid #33093) was integrated in a pDONR221 backbone and the Myc-tag was replaced with a Flag-tag (cloning done by Epoch Life Science). Basepairs 5’-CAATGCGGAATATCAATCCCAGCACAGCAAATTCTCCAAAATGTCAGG-3’ were added between base pairs 982 and 983 of the YAP gene similar to the previously described YAP constructs^57^. Insertion of the Flag-tag and base pairs were confirmed by sequencing with primers 5’-CCACCATGGACTACAAGGACGA -3’ and 5’-CTGGGTCGACTATAACCATG-3’. The Flag-YAP1-5SA was inserted into a pInducer21 backbone with Gateway cloning, to generate pInducer21- FLAG-YAP1-S5A-Ubc-rtTA-IRES-GFP x pLV. Successful integration was confirmed by sequencing with primers provided by the Gateway cloning kit (pInducer-Fwd and pInducer-Rev).

To generate lentiviral particles HEK293 cells were transfected with the FUTG-tetInd-shRNA, pInducer20-YTIP-GFP or pInducer21-FLAG-YAP1-S5A using X-tremeGENE^TM^ (Sigma Aldrich)^58^. Supernatants containing viruses from HEK293 cultures were harvested 48 and 72 h post-transfection and concentrated by ultra-centrifugation for 2.5 h at 175,000×*g* (Optima LE-80K Ultracentrifuge). MMTV-PyMT organoids were incubated for 4 h with concentrated viruses supplemented with 4 µg/mL Polybrene (Sigma Aldrich). Selection for the transduced organoids was performed 3 days after infection by supplying the organoid culture media with 10 µg/mL blasticidin (Cat# ant-bl-05, Invitrogen) or 2 µg/mL puromycin. Culture medium was refreshed every other day for at least 10 days. After selection, organoids were treated with Doxycycline (Cat# D9891, Sigma-Aldrich) (2 µg/mL) for 3 days and knockdown efficiency was assessed by qPCR, western blot analysis and florescent microscopy.

### Generation of K14-deficient organoids and organoids with sfGFP-tagged K14

K14-deficient MMTV-PyMT organoids and 4T1 cells were generated with a pX458 vector^59^ that expresses Cas9-T2A-GFP and the K14 sgRNA gAAGGGCTCTTGTGGTATCGG targeting the first coding exon. To this end, 5 µg of pX548 vector was mixed with 200 µL Optimem and 12 µL TransIT transfection reagent (MIrus) and incubated for 15 min at room-temperature. Hereafter, this mix was added to 2.8 ml of a freshly trypsin-treated single cell suspension in complete organoid medium. After 48 h, GFP-positive cells were sorted using a FACS Aria II flow cytometer (BD) and plated in a six-well plate. The next day cells were trypsinized and embedded in BME. Up to 20 single organoids were picked from BME cultures using a Gilson P20 pipette under an inverted microscope, trypsizined separately and expanded to generate monoclonal organoid cultures. They were checked by western blotting for the absence of K14. Genetic ablation of K14 was further confirmed by sequencing. Genomic DNA from organoids was isolated using the QIAamp DNA Micro Kit (Qiagen). The region around the Cas9 target site was amplified in a 50 µL reaction containing 1 µL Pfu polymerase (Promega), 5 μL 10× Pfu polymerase buffer (Promega), 3 µg isolated gDNA, 200 nM forward primer Krt14 Fwd: CCTCCAGCTAAGTGCCAGTC and 200 nM reverse primer Krt14_Rev: GTCCATTTGACCCACCTTGC and 100 nM dNTPs each (Roche) in PCR-grade dH_2_O. The PCR program was as follows: initial denaturing at 95 °C for 2 min, denaturing for 1 min at 95 °C, annealing at 60.8 °C for 1 min, extension at 72 °C for 1 min and final extension at 72 °C for 5 min. The middle three steps (denaturing, annealing and extension) were repeated 30 times. PCR products were isolated form TAE agarose gels, isolated using QIAquick Gel Extraction Kit (Qiagen) and send for sequencing at Macrogen using either the Krt14_Fwd or Krt14_Rev primer.

C-terminal tagging of K14 was done by scarless tagging via non-homologous end-joining. For this purpose, three constructs were used. Construct 1 (SL-1097_krt14_lin1_krt14_1) drives expression of an sgRNA (gCAACCGCCAGATCCGCACCA) targeting the last coding exon of K14 and contains the donor-fragment. This fragment contains all K14 amino acids downstream of the double-stranded break but upstream of the K14 stop-codon in frame with sfGFP and a P2A-puromycin selection marker. It was generated by cloning the sequence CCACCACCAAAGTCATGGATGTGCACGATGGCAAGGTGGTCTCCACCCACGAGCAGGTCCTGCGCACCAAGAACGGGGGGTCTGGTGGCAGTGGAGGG in between the *Not*I and *BamH*I site of SL-1097 (kind gift of Prof. S. Lens and M. Vromans, UMCU, Utrecht). Construct 2 encodes Cas9 and the sgRNA gCACATCCATGACTTTGGTGG, which targets construct 1 upstream of the donor fragment. Construct 3 expresses Cas9 and an sgRNA GGCCAGTACCCAAAAAGCGG that targets construct 1 downstream of the donor-fragment. Constructs 1, 2 and 3 were transfected in a ratio of 2:1:1 by the method described above. Hereafter, cells were transferred to BME and after 3 days, selected with 2 μg/mL puromycin for 9 days. Several surviving green-fluorescent organoids were handpicked under an inverted epifluorescence microscope, separately trypsinized and re-embedded into BME to obtain monoclonal cultures. For each of these clones, K14-GFP endogenous tagging was confirmed by sequencing using the following primers K14 Fwd: GGAGTGAGGTGGTAAACGGG.

GFP Rev: GCCAAGGTACCGGCAGTTTA. In addition, protein expression of the GFP-tagged K14 was confirmed by confocal microscopy and western blot analysis (Data not shown).

### 3D BME and Collagen I assays

Organoids and spheroids were isolated from BME cultures using 1 mg/mL of Dispase II (Cat# 17105041, Life Technologies) followed by three washes with DMEM media. Organoids were either embedded in BME or in type I Collagen lattices consisting of non-pepsinized rat-tail Collagen I at a final concentration of 2.0 mg/ml^55^. Briefly, Collagen mixture was prepared containing 10× phosphate buffer saline (PBS) (Gibco), NaOH and dH_2_O according to the manufacturer’s instructions. Collagen was pre-polymerized for 2–3 h on ice. Afterwards, organoids were embedded in the Collagen I mixture followed by incubation at room temperature for 5 min and plating as 45 μL drops on a pre-warmed 24-well plate (Costar) and incubated at 37 °C for polymerization. After polymerization, complete organoid medium was added.

Manipulation of Collagen I biomechanics was performed by detaching the gel from the well, rendering it floating^55^. For partial digestion of the Collagen I network, collagenase (Cat# C0130, Sigma-Aldrich) was supplemented to the media at a final concentration (0.56 mg/mL). As a negative control, denatured form of collagenase was used by boiling for 10 min. Collagen gels were incubated with collagenase and denatured collagenase for 3 min at 37 °C, followed by at least 4 washes with culture media and incubation for 30 min (37 °C, 5% CO_2_, humidified atmosphere). After that, samples were fixed with 4% paraformaldehyde (PFA; Sigma-Aldrich).

### Bright-field microscopy

Organoids embedded in BME or Collagen I were imaged using EVOS M5000 microscope (2× objective NA = 0.08, 10x objective, NA=0.4) at various time-points. For quantification of invasion, the number of pointed and protrusive tips (leader cells) per spheroid was counted manually, as well as length of invading strands^60^, using the image analysis software ImageJ (ImageJ; 1.40v; National Institutes of Health).

### Immunofluorescence of 3D in vitro cultures

For immunostaining, organoids embedded in BME or Collagen I were fixed with 4% paraformaldehyde (PFA; Sigma-Aldrich) for 10 min at room temperature and washed three times with 1× PBS. Fixed samples were blocked using 10% normal goat serum (Gibco) in 0.3% Triton-X (Sigma-Aldrich) for 1 h. Primary antibody was diluted in antibody buffer (0.3% Triton-X with 1% w/v BSA in 1× PBS) using the following antibody dilutions Yap (1:100), Taz (1:25–1:100), K14 (1:300), K5 (1:100), K17 (1:200), K8 (1:50); P63 (1:50). Gels were incubated with the primary antibody for at least 20 h at 4 °C with shaking, followed by at least 4 washing steps with 1× PBS (10–15 min each). Samples were then incubated with Alexa Fluor-488/568/647-conjugated secondary antibodies (1:500) together with DAPI (5 µg/mL) shaking overnight at 4 °C. Organoids were imaged using Zeiss LSM 880 (40× objective, NA=1.1).

### Quantification of Yap levels

Mid z-section of the organoids imaged by confocal microscopy were analyzed for nuclear and cytosolic Yap levels using a customized program in MATLAB R2018a. This program selects organoids from background by intensity thresholding on the combined K8, K14 signal. It detects nuclei based on intensity thresholding and k means clustering on the Dapi signal and segments cells using a watershed on the detected nuclei and multi-scale hessian aggregation. The program automatically characterizes the cells as being in contact with the Collagen (‘outer’) or not (‘inner’) (Supplementary Fig. S2b). Background-subtracted mean intensity values in the nucleus and cytosol are used to calculate the ratio of nuclear over cytosolic Yap levels. Leader cells vs rim cells are selected manually based on the following criteria. Rim cell is a cell located at the first layer and in contact with the ECM. Leader cells is an elongated and protrusive cell that extend outward relative to center of the organoid. For the floating (2 h 30 min) and attached collagen experiments, manual selection of K14 positive leader cells and rim cells was performed. Floating for 2 h 30 min did not affect the elongation of leader cells, assessed by measuring the length of leader cells based on K14 + F-actin signal (Average length of leader cells +/− SD: Attached; (16.7 μm +/− 6.45); Floating: 18.76 μm +/− 5.63) Collagen I conditions. The nuclei and cytosols of both leader and rim cells were selected manually, based on Dapi and K14 + F-actin signal, respectively, using Fiji. After background correction, nuclear Yap level per cell (leader or rim) was calculated by diving the nuclear over cytosolic Yap mean gray values.

### Analysis of Collagen I alignment

In order to quantify Collagen alignment, single confocal slices of Collagen I (labelled with GFP-CNA35, Collagen I probe generated in house) were analyzed using a publicly-available ImageJ plugin, OrientationJ, as previously described^40^. OrientationJ determines the local orientation (from −90° up to 90°) and coherency (from 0 to 1) of every pixel relative to its neighbor in rectangular regions (30 × 50 μm) of the Collagen I that are perpendicular to the cell-ECM border. The zero distance was set at the cell–matrix interface determined by the F-actin or K14 signal. The nematic order parameter was calculated from the second-order tensor order-parameter S2 using the orientation measurements, S.

1 $${S}_{2}=\left[\begin{array}{cc}\left\langle cos 2\theta \right\rangle & \left\langle sin 2\theta \right\rangle \\ \left\langle sin 2\theta \right\rangle & -\left\langle cos 2\theta \right\rangle \end{array}\right]$$

<.> denote averages of all orientation measurements. Solving the eigenvalue problem for *S*_*2*_ yields two eigenvalues that is the scalar order-parameter *S* familiar for liquid crystals in 2D:

2 $${\lambda }_{1,2}=\pm S=\pm \sqrt{{\left\langle cos 2\theta \right\rangle }^{2}+{\left\langle sin 2\theta \right\rangle }^{2}}$$

The scalar order parameter enumerates the distribution of orientation measurements. When the scalar order parameter is 0 then distribution of angles is uniform. When the scalar order parameter is close to 1 then the distribution of angles is sharply-peaked. Similar order parameter calculations have been used previously to analyze the orientation of other biological networks such as fibrin^61^ and F-actin^62^.

### Analysis of bead displacement

To assess the role of Yap in ECM pulling, MMTV-PyMT mixed and luminal organoids expressing, respectively, dox-inducible Yap shRNA or constitutively active form of YAP were cultured in BME with or without DOX for two days before embedding in Collagen I. Both organoid lines were collected from BME using Dispase (as described above) followed by embedding in Collagen I (2 mg/mL) together with fluorescent beads (FluosSpheres® carboxylate-modified microspheres, 1.0 µm, red fluorescent (580/605), Molecular Probes, Oregano, USA) at a dilution of 1 µL of beads in 600 µL of Collagen I in an Ibidi LabTek imaging slide. The MMTV-PyMT mixed organoids (Yap shRNA 1) and the luminal organoids (5SA) were imaged immediately or after 4 days of culture in Collagen I, respectively, in the presence or absence of dox. This was done by confocal time-lapse microscopy (Zeiss, LSM880, 20X, NA = 0.75) at 37 °C and 5% CO_2_. Imaging of the mixed organoids (Yap shRNA 1) was performed with an interval of 37 min for 6 h whereas the luminal organoids were imaged for a longer period (39 h) with an interval of 10 min. Drift correction (xy) was performed for affected time-lapse images was done using the “Correct 3D Drift” plugin in Fiji. The beads that are located within an organoid’s diameter (mixed organoids) or radius (luminal organoids) distance from each organoid border were selected for quantification of displacement towards the organoid body. Beads that were located in between two close organoids or that were not trackable throughout the whole time-lapse were excluded from the analysis.

### Immunohistochemistry and immunofluorescence of tumor tissues

Immunohistochemistry (IHC) and immunofluorescence were performed on 4–5 µm whole invasive breast cancer tissue sections diagnosed as high grade invasive ductal carcinoma (IDC). We selected high-grade Luminal A, Luminal B, and Triple Negative invasive breast cancers to cover the invasive spectrum as complete as possible (Fig. 1e). The use of material was approved by the Tissue Science Committee of the University Medical Center Utrecht and informed consent was obtained from the participants. IHC procedures were performed standardized on the Roche Ventana™. In short, after antigen retrieval by boiling for 20 min in 10 mM Citrate pH 6.0 or Tris/EDTA pH 9.0 (depending on the used primary antibody), a cooling period of 30 min preceded the 1 h primary antibody incubation. Hematoxylin was used as a counterstaining. K8 and K14 antibodies were provided optimized and ready to use by Roche. For YAP IHC we used 1:50 dilution (Santa Cruz 63.7 SC-101199). K8, K14 and Yap IHC were analyzed using the Nanozoomer Digital Pathology Software (NDP 2.6.17) and K8/18 positive invasive cell groups that contained at least 10% of the cells with clear signal for cytosolic K14 or nuclear Yap were scored as positive.

For immunofluorescence, antigen retrieval was performed using Tris-EDTA buffer (15 min, 95–100 °C) followed by immunostaining as previously described^60^. Briefly, tissue sections were blocked (5% normal goat serum in TBST) for 1 h at room temperature followed by primary antibody incubation at 4 °C (overnight) using the following antibody dilutions: Yap (1:100), K14 (1:300), K8 (1:50). After antibody incubation, samples were washed four times (TBST, 5 min each) and incubated with secondary Alexa Fluor 488/546/647-conjugated goat anti-mouse, anti-rabbit, anti-rat antibodies and with DAPI (1 μg/mL), for 1 h at room temperature. Then, samples were washed four times (TBST, 5 min each) and mounted with Immu-Mount (Epredia).

### Western blot analysis

Organoids in BME and Collagen gels were lysed by placing the gels in SDS sample buffer (62.5 mM Tris-HCl, 2% SDS, 10% glycerol, 50 mM DTT and bromophenol blue), followed by sonification for five cycles at 4 °C (Bioruptor). Whole cell lysates were boiled for 5 min, loaded, and separated on a 10% acrylamide gel with Tris-glycine running buffer followed by blotting to PVDF membrane by wet transfer. PVDF membranes (Cat# IPFL00010, Millipore) were blotted for actin (1:2500) or GAPDH (1:5000) as loading control; YAP (1:1000); K14 (1:1000); K17 (1:500), K5 (1:1000) followed by fluorescence detection (Typhoon) and image analysis using the software (Image studio Lite ver. 4.0).

### Real-time qPCR

For RNA isolation, Collagen gels containing cancer organoids (MMTV-PyMT and PDXO 1915) were collected and lysed by mechanical disruption in 500 μL TRIzol™ reagent (Thermo Fisher) per gel. RNA was isolated using the Qiagen RNeasy® Lipid Tissue Mini Kit. 500–1000 ng RNA was converted into cDNA using the iScript™ cDNA Synthesis Kit (Bio-Rad)^55^. In each reaction tube, cDNA, and Fwd and Rev primer concentrations of 0.4 μM were used. qPCR primers had a product length between 50 and 150 bp and confirmed to specifically bind the mouse gene of interest using the NCBI n-BLAST tool. Primers were validated using cDNA titration and were approved when *R*^2^ > 0.98, amplification efficiency was between 80-120% and when only one clear melting peak was generated during the melting curve analysis of the qPCR program. The primers used for qPCR are listed in Supplementary Table 2. qPCR was performed using FastStart™ SYBR® Green Master reaction mix, using a thermal cycler (Applied Biosystems). Data were analyzed using the CFX Maestro software, and fold changes were calculated using the ΔCt method.

### Single-cell mRNA sequencing

Organoids cultured in BME or Collagen I for 5 days were isolated from the gels using combination of Dispase II and collagenase. Isolated organoids were dissociated into single cells by trypsin-EDTA and plated as single cells in 384-well plates (3 × 384-well plates per ECM condition) using FACS sorter (FacsCalibur). Single-cell mRNA-sequencing was performed by Single Cell Discoveries (Utrecht, the Netherlands) according to published protocols^63^. Count matrices were imported in Seurat v4 for downstream analysis^64^. After removal of ERCC spike-in RNA and cell filtering (<10% mitochondrial reads, <8000 nFeatures, >500 nCounts), batch effects from different sorting plates were removed using reciprocal PCA. Dimension reduction was performed using UMAP based on the first 30 principal components and subsequent clustering was done with shared nearest neighbor (SNN) modularity optimization. Upon inspection of mitochondrial percentage and number of expressed features, one additional cell cluster was removed due to poor quality. The remaining cells were visualized with UMAP and clustered with SNN (resolution = 0.1). The basal identity of the cell clusters was evaluated with a module score of basal genes (i.e., *Krt5/14/17, Cdh3, Trp63, Itga6*). Differentially expressed genes were identified using FindMarkers and pathway activity was evaluated with a gene set enrichment analysis on the Hallmark gene sets from the Molecular Signature Database^65^. Transcription factor motif analysis was performed with HOMER on the promotor regions of the differentially expressed genes (logFC > 0.5, *P* < 0.01) between the groups of basal-like cells^66^.

### Orthotopic injection of MMTV-PyMT organoids in mice

Recipient female nude mice (Female Athymic Nude- Foxn1nu, 6-9 weeks, Envigo) were housed at 20–24 °C, 45–65% humidity and Dark / light cycles (from 7 pm to 7 am lights off, from 7 am to 7 pm lights on). Mice were orthotopically transplanted in the 4th (inguinal) mammary gland with MMTV-PyMT cells harvested from organoid cultures in BME. We injected 250,000 cells in 50 μL serum free DMEM-F12 medium (Gibco). Mice were anesthetized using isoflurane (IsoFlo; Le Vet Pharma). Burprenorphine (0.1 mg/kg) was injected subcutaneously as analgesic treatment. After a recovery period of 2 weeks, tumor growth was measured using a digital pressure-sensitive caliper (Mitutoyo) on a weekly basis. Treatment started when tumors reached a volume of 50 mm^3^. Mice were randomized and either kept on their regular diet or switched to doxycycline containing chow (200 mg/kg; A155D70201; Ssniff, Bio services) ad libitum. Mice were euthanized if mammary tumor reached a size of 1000 mm^3^ or when mice showed severe discomfort. The maximal tumor size/burden was not exceeded.

Primary tumors were harvested, snap frozen and sectioned (4 μm). Sections were stained by H&E (Yap shRNA1 and 2) or immunostained for K8 and K14 (YTIP) and 1–4 regions of the tumor border per sample were imaged using Zeiss Axioskop 40 (10x objective, NA= 0.25) or confocal microscope (Zeiss, LSM880, 20X, NA = 0.75). The H&E images (Yap shRNA1, 2) and confocal images (YTIP) were analyzed by an automated macro (Fiji) that identifies the borders of the tumor by applying Gaussian blur, thresholding, and binary filters (erosion). This allows the creation of the perimeter selection of the tumor border and generation of the convex hull. The tumor protrusive index was then calculated by dividing the perimeter of the tumor border by the convex hull (Supplementary Fig. S4a). For lung metastasis, H&E sections of the lung were analyzed by at least two researchers and scored for the number of tumor foci and percentage of tumor composition relative to the lung tissue per section using Slide Score B.V. The averages of the scores per sample were used for comparison between treated and control groups.

### Studies approval

All animal experiments were performed in accordance with local, National and European guidelines under permit AVD1150020209964 issued by The Netherlands Food and Consumer Product Safety Authority (NVWA) of the Ministry of Agriculture, Nature and Food. The use of patient material was approved by the Tissue Science Committee of the University Medical Center Utrecht and informed consent was obtained from the participants. Banking of human specimens and associated clinical data is approved by MUHC research ethics board (study approval SUR-2000-966 and SUR-99-780). All patient data and biological samples were obtained from patients at the MUHC after obtaining informed consent.

### Statistical analysis

Graph Prism (version 8.0) was used for statistical analysis. The two-tailed unpaired Mann–Whitney (two groups) or Kruskal–Wallis test (more than two groups) with Dunns’ correction were used except for the qPCR and Collagen alignment data where Student *t* test was performed after confirming normal distribution of the data by D'Agostino and Pearson omnibus normality test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

### Source data

Source Data

## Data Availability

The single-cell sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession number GSE197821. Due to the sizes of the files, the raw data from confocal microscopy, immunohistochemical analysis and qPCR were not provided and will be given upon request from the corresponding author. Source data are provided with this paper.

# Supplementary material for: A YAP-centered mechanotransduction loop drives collective breast cancer cell invasion
**Source:** Nat Commun. 2024 Jun 7;15:4866. doi: 10.1038/s41467-024-49230-z

# **A YAP-centered mechanotransduction loop drives collective breast cancer cell invasion**

Antoine A. Khalil<sup>1\$</sup>, Daan Smits<sup>1\*</sup>, Peter D. Haughton<sup>2\*</sup>, Thijs Koorman<sup>2\*</sup>, Karin A. Jansen<sup>2</sup>, Mathijs P. Verhagen<sup>3</sup>, Mirjam van der Net<sup>1</sup>, Kitty van Zwieten<sup>1</sup>, Lotte Enserink<sup>2</sup>, Lisa Jansen<sup>1</sup>, Abdelrahman G. El-Gammal<sup>1</sup>, Daan Visser<sup>2</sup>, Milena Pasolli<sup>1</sup>, Max Tak<sup>1</sup>, Denise Westland<sup>1</sup>, Paul J. van Diest<sup>2</sup>, Cathy B. Moelans<sup>2</sup>, M. Guy Roukens<sup>1,4</sup>, Sandra Tavares<sup>5</sup>, Anne-Marie Fortier<sup>6</sup>, Morag Park<sup>6</sup>, Riccardo Fodde<sup>3</sup>, Martijn Gloerich<sup>1</sup>, Fried. J.T. Zwartkruis<sup>1</sup>, Patrick WB. Derksen<sup>2\$</sup>, Johan de Rooij<sup>1\$</sup>

\* Equal contribution

## Supplementary Information

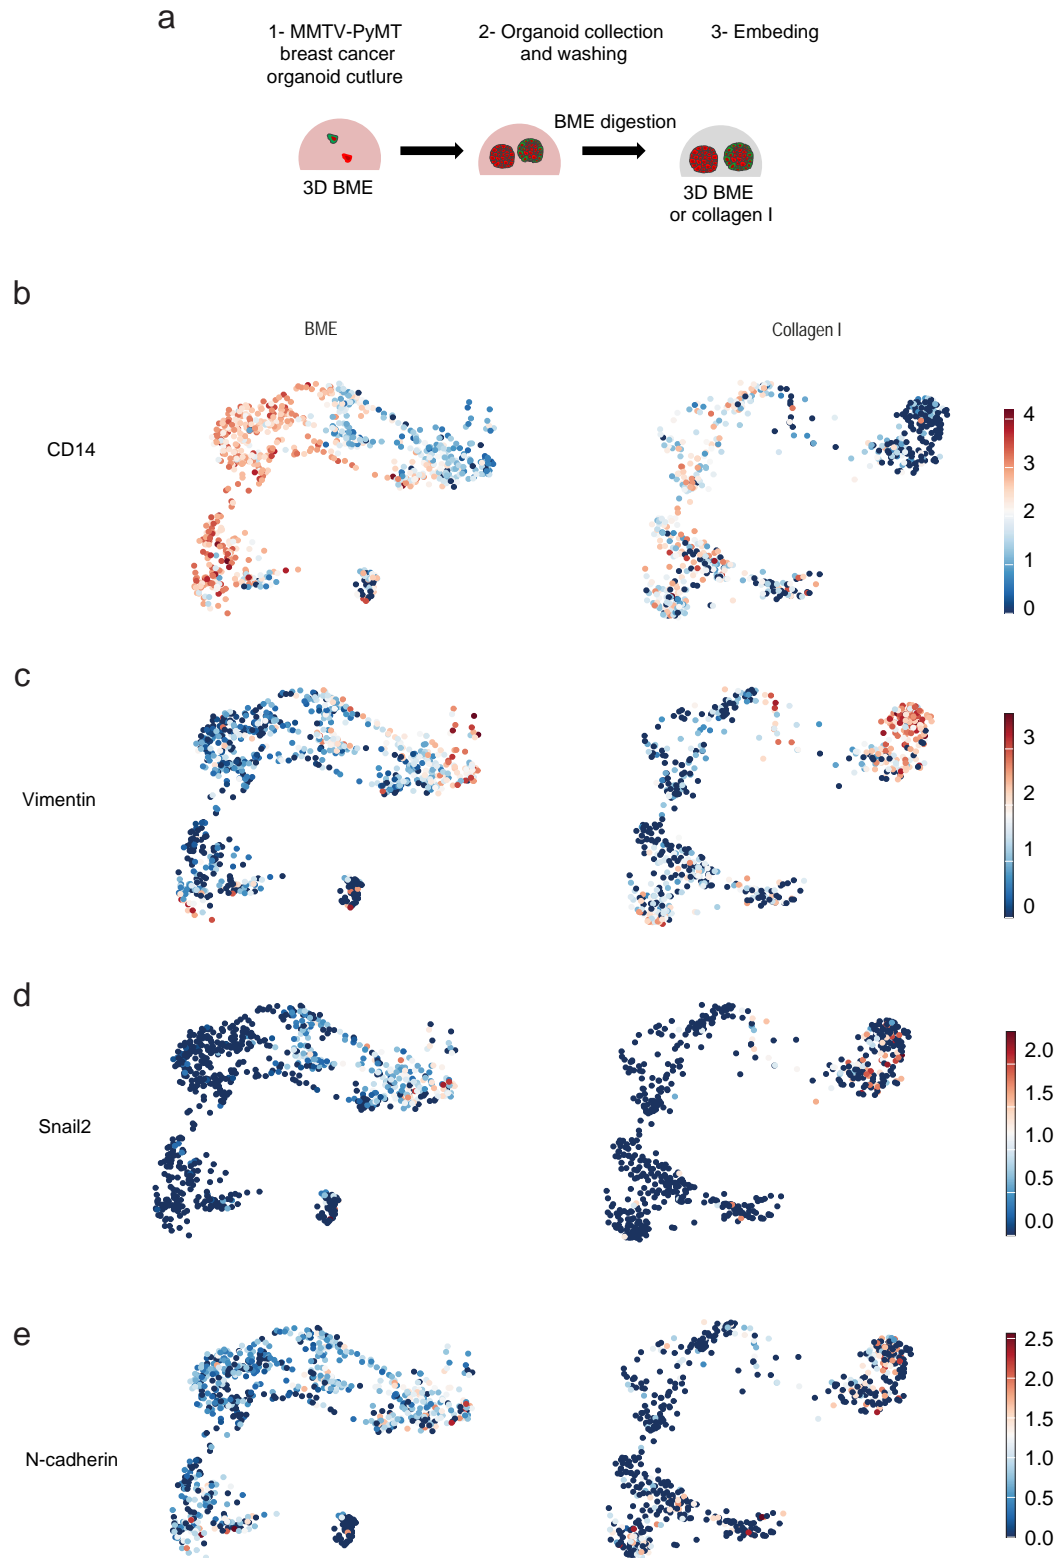

**Supplementary Figure 1** (Related to Figure 2). (a) Strategy used to transfer organoids from 3D BME cultures to 3D Collagen I or BME for functional studies. (b-e) Feature plots from the single cell mRNA sequencing data from cells isolated from MMTV-PyMT organoids embedded in 3D BME or Collagen. Color scales indicate the normalized read counts of the luminal (c, Cd14) and mesenchymal markers (d-e, Vimentin, Snail2 and N-cadherin).

a

Regulation in basal cells:  
Collagen I versus BME

| Gene   | log2FC |
|--------|--------|
| Krt5   | 0.18   |
| Krt14  | -0.22  |
| Krt17  | 1.02   |
| Trp63  | -0.49  |
| Vim    | 1.06   |
| Cdh2   | 0.53   |
| Snai2  | -0.13  |
| Twist1 | 0.31   |

b

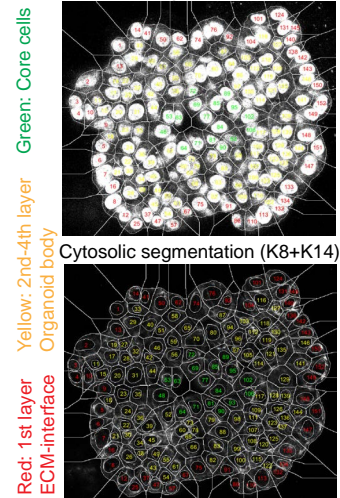

c

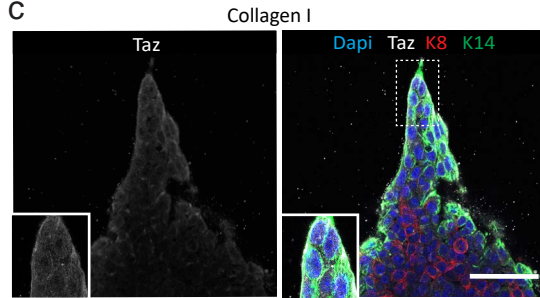

d

Cytosolic Taz localization during  
collective invasion

| TAZ antibody           | Clonality; Immunogen          |
|------------------------|-------------------------------|
| ab84927; Abcam         | Polyclonal; Around aa 386-390 |
| sc-518026; Santa cruz  | Monoclonal; Around aa 97-124  |
| 560235; BD Biosciences | Monoclonal; Unknown           |

e

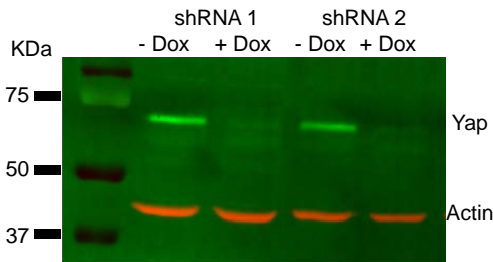

f

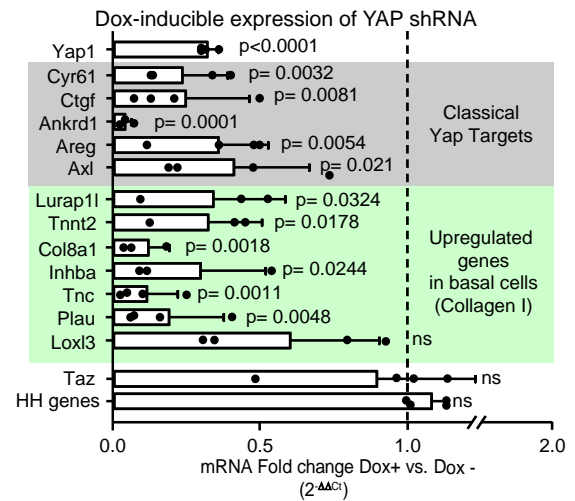

g

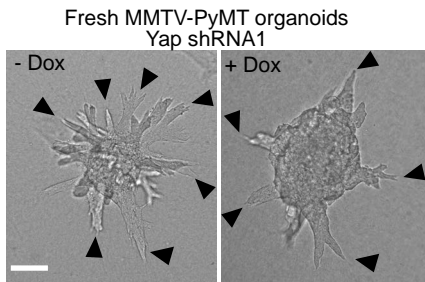

h

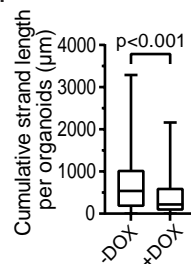

i

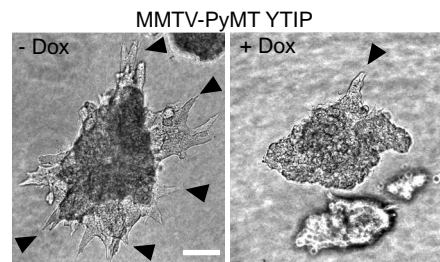

j

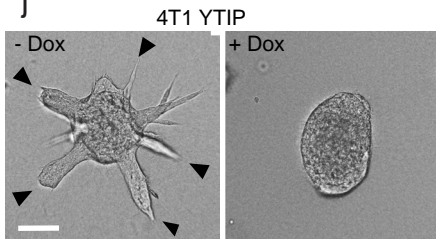

k

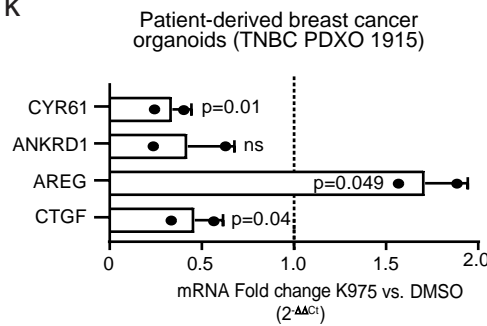

l

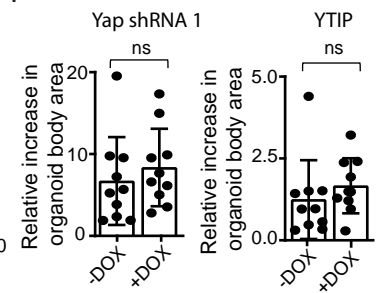

m

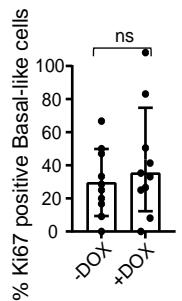

**Supplementary Figure 2** (Related to Figure 2 and 3). (a) List of basal and mesenchymal genes expressed in basal cells in Collagen I compared to basal cells in BME and corresponding Log2 fold change in mRNA expression. (b) Nuclear (based on dapi) and cytosolic (based on combination of K8+K14) image segmentation to analyze Yap nuclear/cytoplasmic ratios in K14 positive and negative cells within different locations in the organoids imaged by confocal microscopy. (c) Confocal imaging of Taz, K8, K14 in MMTV-PyMT organoids invading invading Collagen Representative image from 3 independent experiments. (c) Zoom in on invading strand and leader cell. (d) Summary of the TAZ specific antibodies used that show cytosolic distribution of TAZ in invasive strands of MMTV-PyMT organoids in Collagen I. (e) Western blot analysis of Yap expression and loading control (actin) from whole cell lysates derived from MMTV-PyMT organoid cultures after Yap knockdown using shRNA 1 and 2. Representative blot from 3 independent experiments. (f) qPCR data showing mRNA expression of the classical Yap targets and other genes (identified from single cell sequencing) in doxycycline treated (Dox+) normalized relative to control (Dox-) in MMTV-PyMT organoids harboring inducible Yap shRNA constructs, embedded in Collagen I for 3 days. Values represent average values with SD from at least three independent experiments. P values, Student's t-test. (g) Representative brightfield images of freshly isolated MMTV-PyMT organoids harboring dox-inducible Yap shRNA1 after 3 days in Collagen I in the absence and presence of dox. (h) Resulting cumulative length of the invasive strands in control and dox treated fresh MMTV-PyMT organoids, data represent the medians (black line), 25/75 percentiles (boxes) and maximum/minimum values (whiskers) from n=102 organoids from 3 independent experiments. (i, j) Representative brightfield images of MMTV-PyMT organoids (i) and 4T1 spheroids (j) harboring dox-inducible YTIP expression vector after 3 days in Collagen I in the absence and presence of dox. (k) qPCR data showing mRNA expression of the classical Yap targets in breast cancer patient-derived organoids embedded in Collagen I for 3 days, treated with K975 (5 $\mu$ M) normalized relative to control (DMSO). Values represent average values with SD from two independent experiments. (l) Effect of Yap knockdown or YTIP on growth of the organoid body. Values represent average cross section area relative to day 1 with SD from n=10 organoids per condition. (m) Ratio of basal-like cells scored positive for nuclear Ki67 in MMTV-PyMT organoids harboring dox-inducible YTIP expression vector after 3 days of culture in Collagen I. Average values with SD from n=10 organoids per condition from one experiment. (l, m) P values, two-tailed unpaired Mann-Whitney test. Scale bars: 50  $\mu$ m (c, g, i, j), 10  $\mu$ m (c, inset). Source data are provided as a Source Data file.

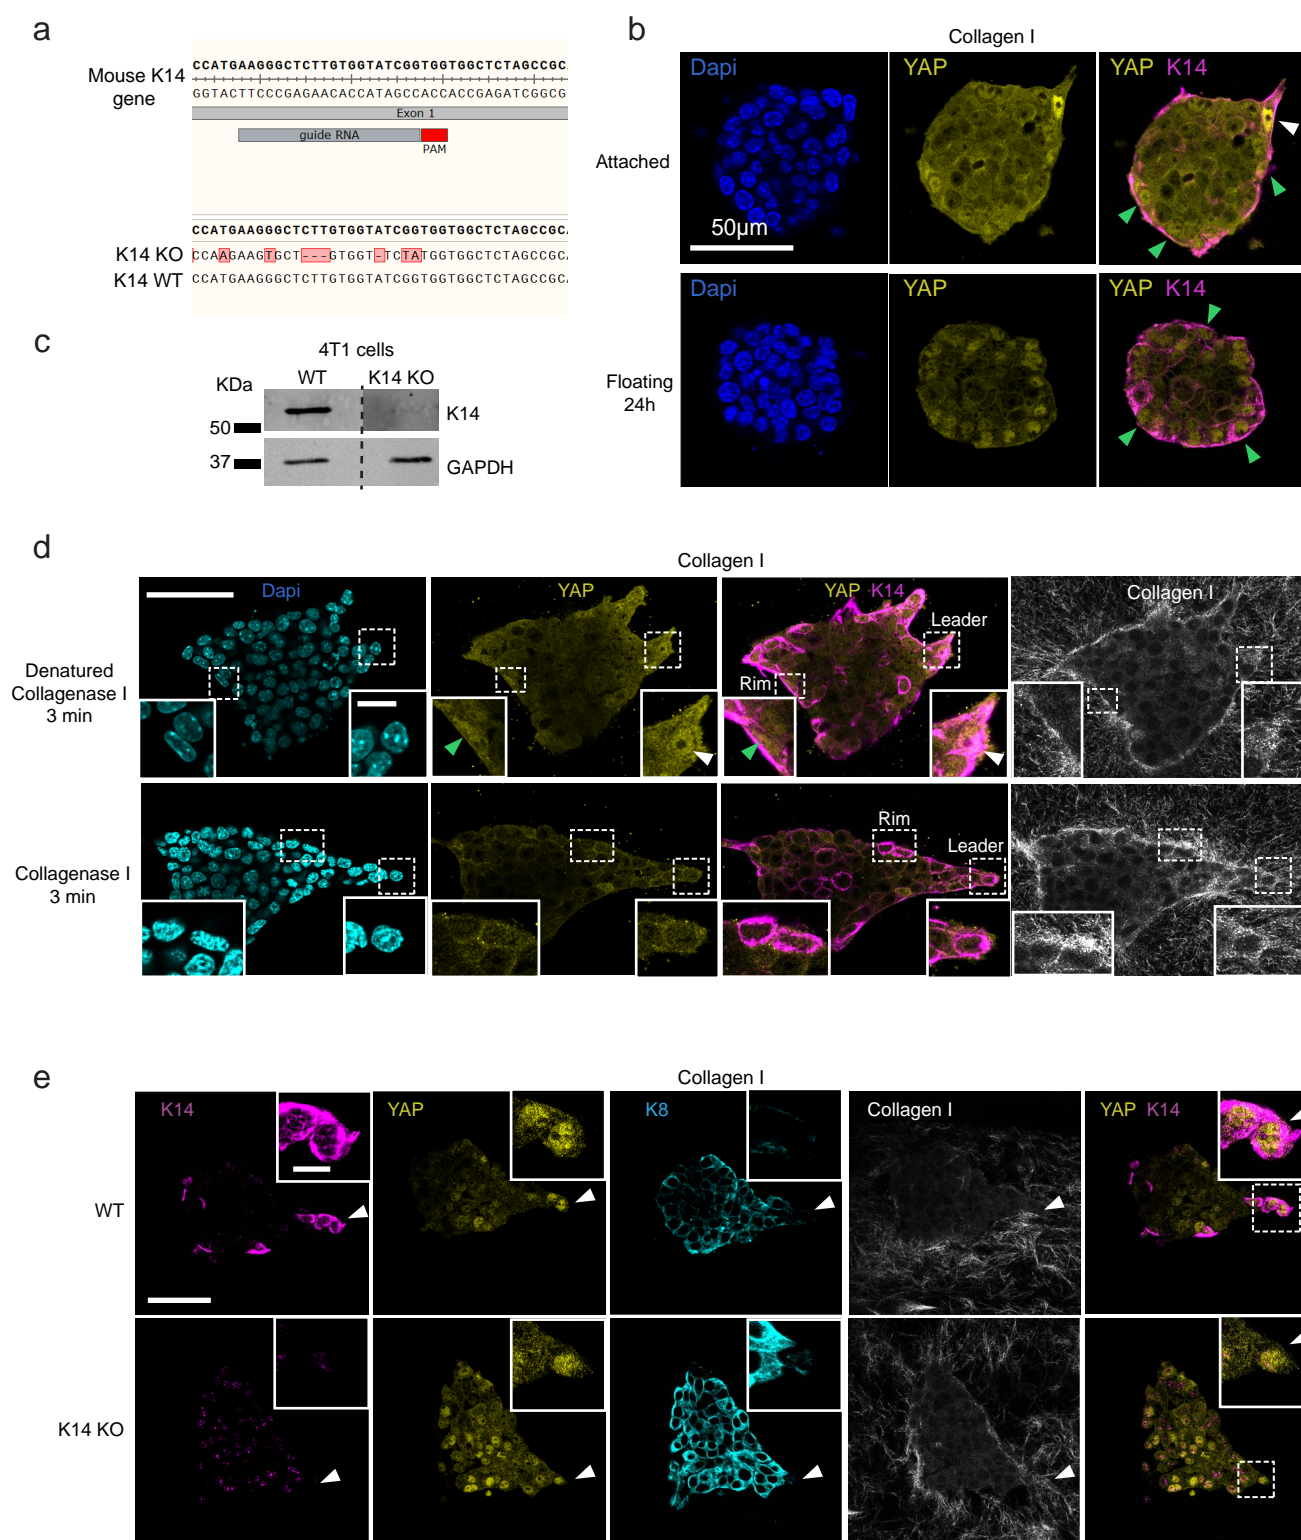

**Supplementary Figure 3** (Related to Figure 4 and 5). (a) Confirmation of K14 knockout (KO) in MMTV-PyMT organoids by Crispr-Cas9 gene editing. The guide RNA sequence targeting the 1st exon of the wild type (WT) mouse K14, dash (-) regions indicate the deleted nucleotides. (b) Yap distribution in rim and leader cells after 24 h in attached or floating Collagen gels. (c) Western blot analysis showing K14 and loading control (actin) from whole cell lysates derived from wild-type (WT) and K14 knockout (KO) 4T1 spheroid BME cultures. (d) Yap localization in basal rim cells and leader after partial degradation of the gel with collagenase. (e) Confocal imaging of K14, Yap and K8 in MMTV-PyMT WT and K14-KO organoids invading in Collagen I for 3 days. Arrowheads depict WT and K14-KO leader cells that maintain high nuclear signal Yap and low K8 signal. (b, d, e) Representative images from at least n=6 organoids from one experiment. Scale bars: 50 µm (b, d, e), 10 µm (inset: d, e). Source data are provided as a Source Data file.

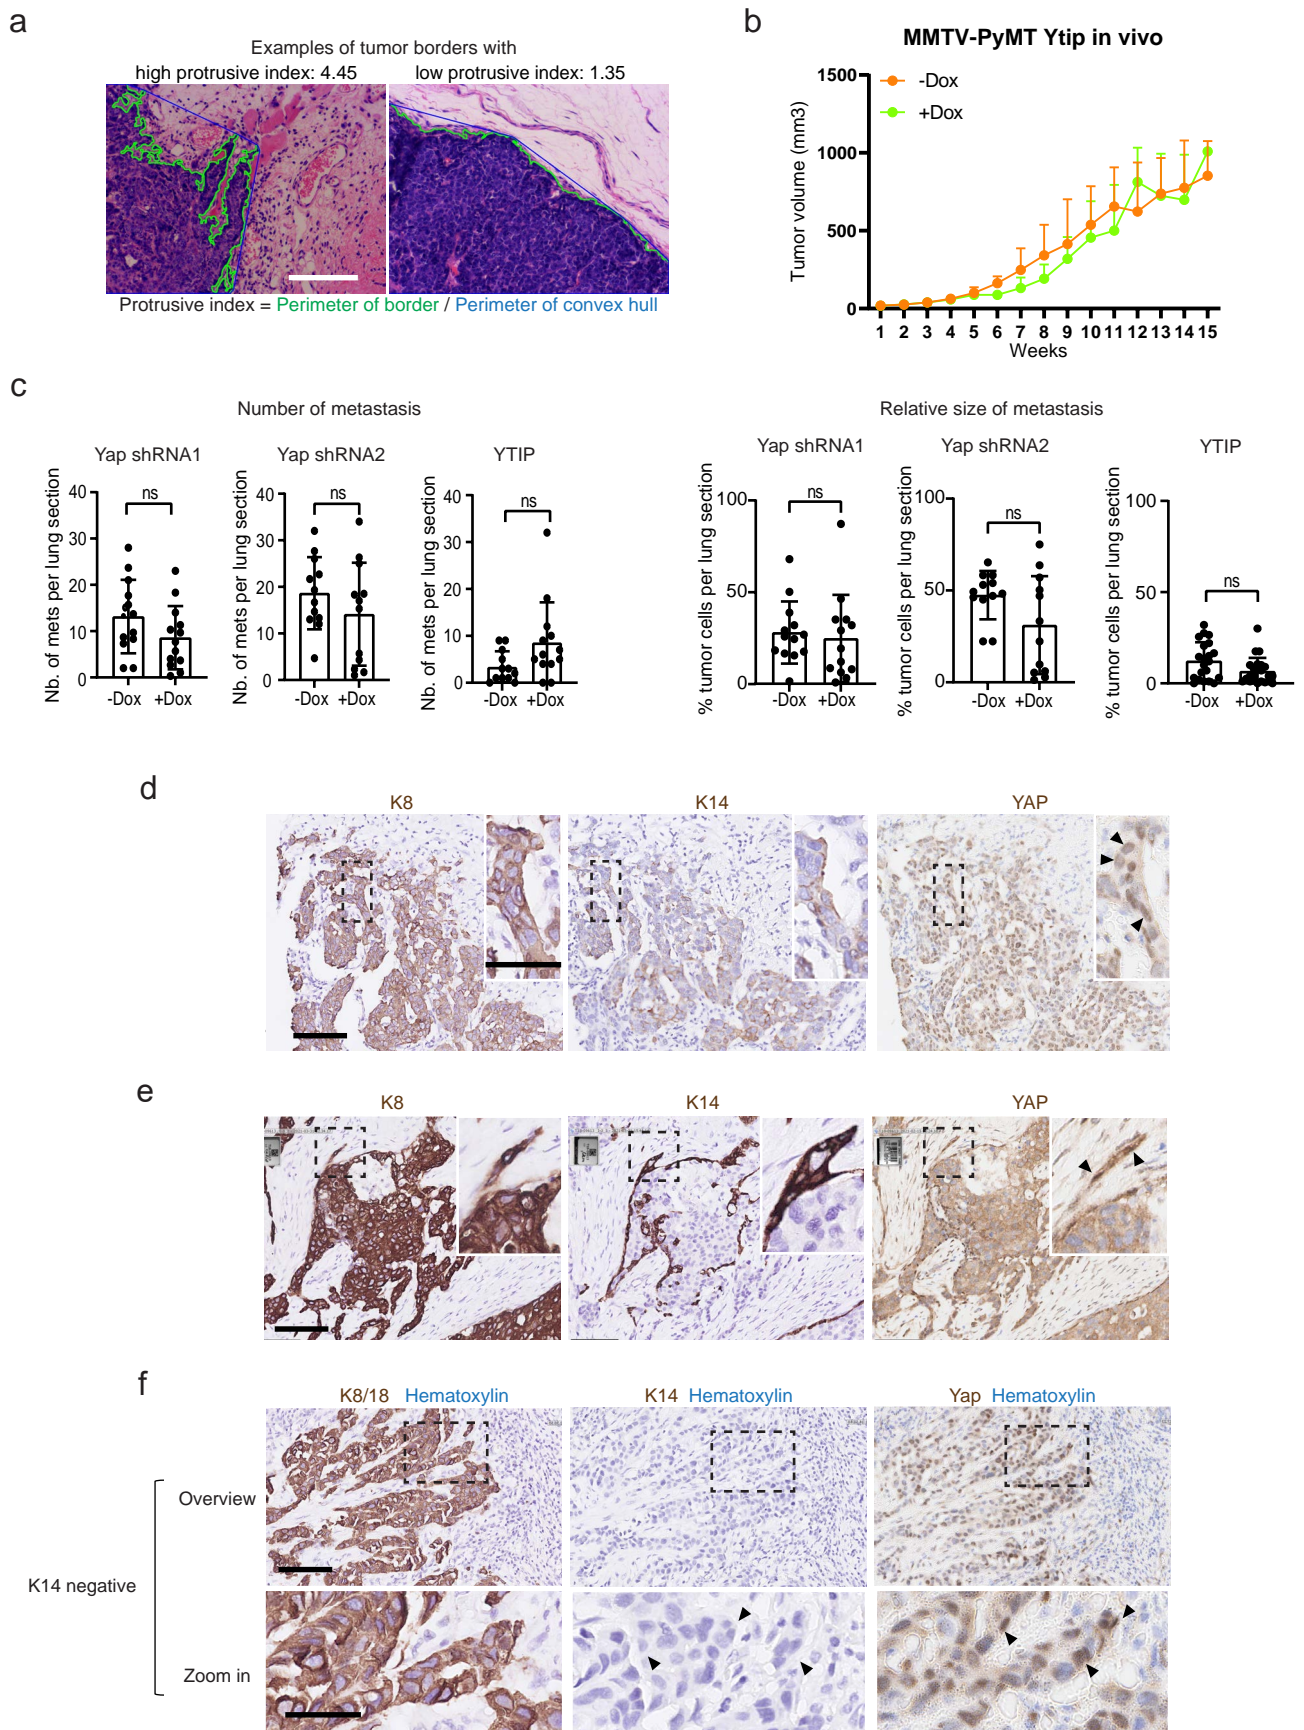

**Supplementary figure 4** (Related to Figure 6). (a) Example of the quantitative analysis of the morphology of the tumor borders and calculation of the protrusive index. (b) Tumor volumes (MMTV-PyMT YTIP) in supplemented with doxycycline (dox)-containing or control food. Values represent the average tumor volume with SD. (c) Number of metastasis per lung H&E section and relative tumor content per lung. Average values with SD from 12-13 mice per condition. P values, two-tailed unpaired Mann-Whitney test. (d-f) Representative images from IDC tissue sections that show K14 positive (n=4) (d, e) and negative (n=8) (f) invasive patterns. Black arrowheads depict positive signal for nuclear Yap. Scale bars: 50  $\mu$ m (d-f inset), 100  $\mu$ m (a, d-f). Source data are provided as a Source Data file.

Supplementary Table 1. Antibody list and information

| Name                         | Species | Company                              | Dilutions                 | LOT#             | Cat#                      | Species and relevant applications validated by the company | Species and relevant applications tested in published work                                                                                                                                                                                                                       | KO and KD Validation by our experiments using murine cells |
|------------------------------|---------|--------------------------------------|---------------------------|------------------|---------------------------|------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------|
| YAP1, clone 63.7             | Mouse   | Santa Cruz                           | 1:100 (IF)<br>1:1000 (WB) | E1619            | sc-101199                 | Validated in murine and human cells by WB, IF, IHC         | Murine cells: WB (Guo, et al., 2018, Cell Reports), Immunostaining (Elosegui-Artola, A., et al., 2017, Cell; Guo, L., et al., 2018, JCB). IHC paraffin-embedded human tissue sections (Kaukonen, R., et al., 2016, Nature Communications; Liu, Y., et al., 2021, Cancer Science) | By YAP knockdown using multiple shRNA sequences by WB.     |
| Keratin 8, TROMA-1           | Rat     | Developmental Studies Hybridoma Bank | 1:50 (IF)                 | 1/6/22 - 17µg/ml | <a href="#">AB_531826</a> | Validated in murine and human cells by WB, IF, IHC         | IF of murine cells (Bryja, V., et al., 2008, Cell Proliferation); IHC on paraffin embedded human tissue sections Wilson, M. R., Reske, J. J., et al., 2019, Nature Communications).                                                                                              |                                                            |
| Keratin 14 Polyclonal        | Rabbit  | BioLegend                            | 1:400 (IF)<br>1:1000 (WB) | B374019          | 905301                    | Validated in human cells using IHC                         | IF of murine cells (Hannezo, E., Scheele, C. L. G. J., et al., 2017 Cell); IHC on paraffin embeded human tissue sections (I Larribere, L., et al, 2017 Stem Cell Reports).                                                                                                       | By K14 KO using Crispr/Cas9 by WB, IF                      |
| Cytokeratin 5, clone EP1601Y | Rabbit  | Abcam                                | 1:100 (IF)<br>1:1000 (WB) | GR157618-30      | ab52635                   | Validated in murine and human cells by WB, IF, IHC         |                                                                                                                                                                                                                                                                                  |                                                            |
| Keratin 17, clone D73C7      | Rabbit  | Cell Signaling                       | 1: 200 (IF)<br>1:500 (WB) | 4543s            | 4543S                     | Validated in murine cells by WB, IF, IHC                   |                                                                                                                                                                                                                                                                                  | By K17 KO using Crispr/Cas9 by WB, IF                      |
| TAZ                          | Rabbit  | Abcam                                | 1:50 (IF)                 | GR257785-10      | ab84927                   | Validated in murine and human cells by WB, IF, IHC         | IF on human cells (Kandilya, D., et al., 2020, Scientific Report).                                                                                                                                                                                                               |                                                            |
| Actin, clone C4              | Mouse   | Millipore                            | 1:2500 (WB)               | 3845682          | MAB1501                   | Validated in murine and human cells by WB, IF, IHC         |                                                                                                                                                                                                                                                                                  |                                                            |
| TAZ, clone D8                | Mouse   | Santa Cruz                           | 1:25 (IF)                 | J2621            | sc-518026                 | Validated in murine and human cells by WB, IF, IHC         |                                                                                                                                                                                                                                                                                  |                                                            |
| TAZ, clone M2-616            | Mouse   | BD Biosciences                       | 1:100 (IF)                | 6138547          | 560235                    | Validated in murine and human cells by WB, IF, IHC         |                                                                                                                                                                                                                                                                                  |                                                            |
| P63, clone DAK-p63           | Mouse   | DAKO                                 | 1:50 (IF)                 | 20079547         | GA662                     | Validated in human cells using WB, IF, IHC                 |                                                                                                                                                                                                                                                                                  |                                                            |
| GAPDH                        | Mouse   | EMD Millipore                        | 1:5000 (WB) (WB)          | 3725986          | MAB374                    | Validated in murine and human cells using WB               |                                                                                                                                                                                                                                                                                  |                                                            |

IF: Immunofluorescence, WB: Western Blot, IHC: Immunohistochemistry

**Supplementary Table 2.** Mouse and human primers used for qPCR

| <b>Gene (mouse)</b> | <b>Sequence Fwd primer (5' à 3')</b> | <b>Sequence Rev primer (5' à 3')</b> |
|---------------------|--------------------------------------|--------------------------------------|
| <i>Yap1</i>         | CCTCGTTTTGCCATGAACCAG                | GCTGCTGCTGGTTGGAAGT                  |
| <i>Ctgf</i>         | GGAGAACTGTGTACGGAGCGT                | CCATCTTTGGCAGTGACACAC                |
| <i>Ankrd1</i>       | GCTGGTAACAGGCAAAAAGAAC               | CCTCTCGCAGTTTCTCGCT                  |
| <i>Cyr61</i>        | GAAAGGGATCTGCAGAGCTCAG               | GCACTGGTGTTCACAGTTGG                 |
| <i>Areg</i>         | GGTGGTGACATGCAATTGTC                 | GCAATCTTGGATAGGTCCTTG                |
| <i>Krt14</i>        | AGCGGCAAGAGTGAGATTTCT                | CCTCCAGGTTATTCTCCAGGG                |
| <i>Vgll4</i>        | TGTGAAAACGACCACGTCTCC                | GCAGTCTCCGTTGACAGTCTTAT              |
| <i>Plau</i>         | GCGCCTTGGTGGTGAAAAAC                 | TTGTAGGACACGCATACACCT                |
| <i>Hbegf</i>        | CGGGGAGTGACAGATACCTG                 | TTCTCCACTGGTAGAGTCAGC                |
| <i>Wwtr1</i>        | CACCCGTCCATCACTTCCAC                 | TTCATTGCGAGATTCGGCTG                 |
| <i>Axl</i>          | CCAGGAACTGCATGCTGAAT                 | GGCGGTAGTAATCCCCGTTG                 |
| <i>Itga2</i>        | AGGGTACCATTTCGCACCAAG                | CACCATAGCCATCCAGGGAC                 |
| <i>Inhba</i>        | TCCGAAGGATGGACCTAACTC                | GCTTTCTGATCGCGTTGAGAAAG              |
| <i>Tnc</i>          | TTTGCCCTCACTCCCGAAG                  | AGGGTCATGTTTAGCCCACTC                |
| <i>Pbgd</i>         | GCCTACCATACTACCTCCTGGCT              | AAGACAACAGCATCACAAGGGTT              |
| <i>Hnrnpa</i>       | TGACAGCTATAACAACGGAG                 | AAAGTTTCCTCCCTTCATCG                 |
| <i>Cyca</i>         | ACTGAATGGCTGGATGGCAA                 | CAAAACGCTCCATGGCTTCC                 |
| <b>Gene (human)</b> | <b>Sequence Fwd primer (5' à 3')</b> | <b>Sequence Rev primer (5' à 3')</b> |
| <i>CYR61</i>        | GATCTGCAGAGCTCAGTCAGAG               | CCATCAATACATGTGCACTG                 |
| <i>YAP1</i>         | TCCTTAACAGTGGCACCTATC                | GGAAACGTTCTGCTGTGAG                  |
| <i>CTGF</i>         | CTGGAAGAGAACATTAAGAAGG               | GGTATGTCTTCATGCTGGTG                 |
| <i>AREG</i>         | GAGCCGACTATGACTACTCAGA               | TCACTTTCCGTCTTGTTTTGGG               |
| <i>ANKRD1</i>       | AGTAGAGGAACTGGTCACTGG                | TGTTTCTCGCTTTTCCACTGTT               |
| <i>GAPDH</i>        | CATTTCTGGTATGACAACG                  | CTCTTCCTCTTGCTCTTG                   |

Supplementary Figure 2e

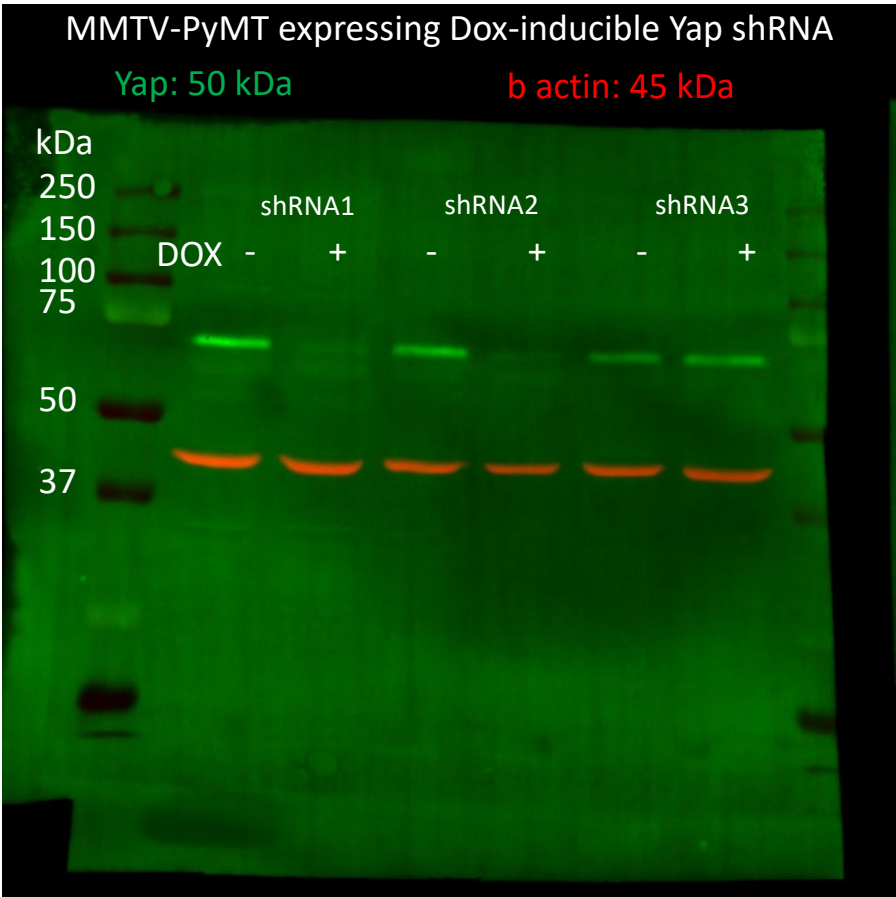

Supplementary Figure 3c

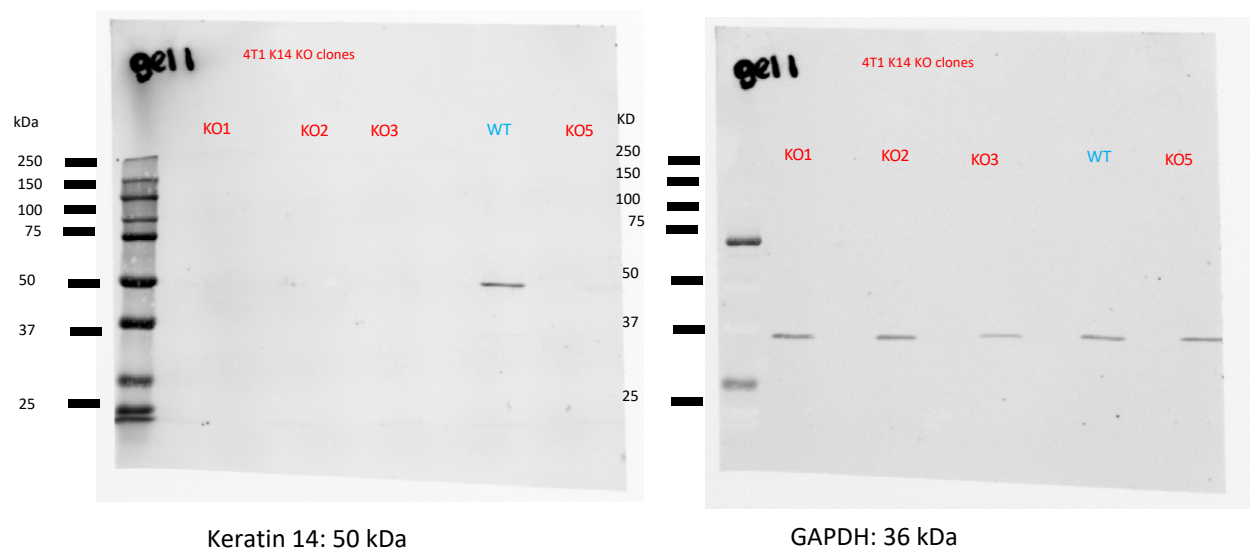

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: A YAP-centered mechanotransduction loop drives collective breast cancer cell invasion
**Source:** Nat Commun. 2024 Jun 7;15:4866. doi: 10.1038/s41467-024-49230-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1** - Single cell mRNA sequencing data displaying all the genes regulated in basal-like cells in collagen I and BME conditions

**Supplementary Movie 1.** Time lapse confocal imaging of MMTV-PyMT organoids expressing endogenously tagged K14-GFP during leader cell formation and collective invasion in 3D Collagen I.

Field size: 465.58  $\mu\text{m}$  x 232.79  $\mu\text{m}$ . The playback speed is indicated in the time stamp of the video.

**Supplementary Movie 2.** Time lapse confocal imaging of MMTV-PyMT organoids expressing Histone 2b mNeon during leader cell formation and collective invasion in 3D Collagen I. Field size: 354.25  $\mu\text{m}$  x 354.25  $\mu\text{m}$ . The playback speed is indicated in the time stamp of the video.

**Supplementary Movie 3.** Time lapse confocal imaging of fluorescent bead displacement by mixed

MMTV-PyMT organoids harboring YAP shRNA +/-DOX in 3D Collagen I. Field size: 820  $\mu\text{m}$  x 362  $\mu\text{m}$ . The playback speed is indicated in the time stamp of the video.

**Supplementary Movie 4.** Time lapse confocal imaging of fluorescent bead displacement by luminal MMTV-PyMT organoids harboring YAP 5SA +/-DOX in 3D Collagen I. Field size: 1214.56  $\mu\text{m}$  x 607.29  $\mu\text{m}$ . The playback speed is indicated in the time stamp of the video.

# Supplementary material for: A YAP-centered mechanotransduction loop drives collective breast cancer cell invasion
**Source:** Nat Commun. 2024 Jun 7;15:4866. doi: 10.1038/s41467-024-49230-z
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Zen black (2.3 sp1), EVOS M5000, Nanozoomer Digital Pathology Software (NDP 2.6.17).

Data analysis Graph Pad Prism 8, MATLAB R2018a, Fiji (ImageJ 1.53f51), Python (perimeter correction), HOMER (homer.ucsd.edu)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single cell sequencing data were deposited into the Gene Expression Omnibus database under accession number GSE197821 and are available at the following URL: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197821>.

Due to the sizes of the files, the raw data from confocal microscopy, immunohistochemical analysis and qPCR were not provided and will be given upon request from the corresponding author.

A complete data availability statement is provided in the manuscript under 'data availability' section.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Tissue sections from primary tumors were taken from female patients with breast cancer (invasive ductal carcinoma). The Patient-derived cancer organoid (PDXO 1915) was established from a primary breast tumor isolated from a female patient.                                                                                                                                                                                              |
| Reporting on race, ethnicity, or other socially relevant groupings | No socially constructed or socially relevant categorization variables were used                                                                                                                                                                                                                                                                                                                                                              |
| Population characteristics                                         | Breast cancer tissue sections diagnosed as high grade invasive ductal carcinoma (IDC) with different molecular subtypes (Luminal A, Luminal B, and Triple Negative). The age of the patients ranged from 30-75 years.                                                                                                                                                                                                                        |
| Recruitment                                                        | Patients with high grade tumors were selected, which has no potential self-selection biases.                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight                                                   | The use of patient material was approved by the Tissue Science Committee of the University Medical Center Utrecht and informed consent was obtained from the participants. Banking of human specimens and associated clinical data is approved by MUHC research ethics board (study approval SUR-2000-966 and SUR-99-780). All patient data and biological samples were obtained from patients at the MUHC after obtaining informed consent. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vitro studies sample size was determined empirically based on our previous published studies in similar experimental contexts (Khalil AA et al., 2020; Koorman et al., 2023). For in vivo studies the number of mice was determined using power analyses based on one-way ANOVA (a-error of 5% and a power of 0.9; G*power software).<br>Except for the qPCR and Collagen alignment analysis, statistical significance between groups in all experiments was determined using the two-tailed unpaired Mann–Whitney (two groups) or Kruskal–Wallis test (more than two groups) with Dunns' correction. For the qPCR and collagen alignment data student t-test was performed after confirming normal distribution of the data by D'Agostino and Pearson omnibus normality test. |
| Data exclusions | Occasional organoids showing cytotoxic features (cellular debris, condensed nuclei) and organoids growing on the 2D bottom of the culture plate were excluded from further analysis. Tissue sections from in vivo experiments that are detached from the slides, show no tumor, is highly necrotic tumor were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | The number of replicates is stated in the figure legends. The graphs of almost all experiments originate from at least three replicas, except for qPCR from the PDXO 1915 patient-derived organoids which were derived from 2 independent experiments and the graphs showing the effect of K14 KO on invasion and effect of Yap KD/OE on collagen I alignment and bead displacement, which are derived from 1 experiment each.                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | Organoids (in vitro experiments) and mice (in vivo experiments) were randomly allocated to the different experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Functional experiments in vitro were not blinded, partly because image analysis was performed using unbiased criteria and partly because the doxycycline-treated organoids (Yap shRNA1 and YTIP) were distinguishable from the control groups. For in vivo experiments the identity of organoids (harboring Yap shRNA1 or Yap shRNA2 or YTIP) injected into the mammary fat pad as well as image acquisition of tumor borders were blinded. For image analysis, blinding was not necessary since the images were analyzed using an automated unbiased approach.                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used in this study, their dilution and validation are listed in Supplementary Table 1. |
| Validation      | All antibodies used in this study, their dilution and validation are listed in Supplementary Table 1. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | <ul style="list-style-type: none"> <li>- MMTV-PyMT organoids expressing endogenously tagged E-cadherin CFP provided by Prof. Jacco van Rheenen (NKI, Amsterdam) (Beerling E. et al., 2016).</li> <li>- The 4T1 metastatic breast cancer cell line (CRL-2539 ATCC).</li> <li>- Patient-derived breast cancer organoids PDXO 1015-2 provided by Prof. Morag Park (Mc Gill University, Canada) (Savage P et al., 2020).</li> </ul> |
| Authentication                                                    | <ul style="list-style-type: none"> <li>- MMTV-PyMT were authenticated by confirming the expression of E cadherin-CFP by fluorescent microscopy and western blot analysis.</li> <li>- The identity of 4T1 cells and PDXO 1915 patient-derived organoids were verified by short tandem repeat DNA profiling.</li> </ul>                                                                                                           |
| Mycoplasma contamination                                          | Organoid and cell lines were tested negative for mycoplasma (MycoAlert Mycoplasma Detection Kit, Lonza).                                                                                                                                                                                                                                                                                                                        |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Athymic Nude- Foxn1nu, Female mice, Age 6-9 weeks, Temperature room: between 20-24°C; Humidity room Between 45-65%; Dark/ light cycle: From 7pm-7am lights off, from 7am-7pm lights on.                                                                     |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                    |
| Reporting on sex        | Female mice were used with mammary glands, to model breast cancer in vivo.                                                                                                                                                                                  |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                 |
| Ethics oversight        | All animal experiments were performed in accordance with local, National and European guidelines under permit AVD1150020209964 issued by The Netherlands Food and Consumer Product Safety Authority (NVWA) of the ministry of Agriculture, Nature and Food. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

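Single cells of MMTV-PyMT organoids from 3 BME plates and 2 Collagen I plates (replicates 1 and 3), all of day 5, were analysed, with 1 file of 384 wells per plate. The values are expected counts as the authors deposited them. They are transcripts per gene and well, estimated from the number of distinct UMIs by a correction for UMI saturation, after reads were mapped with BWA to mm10, and they were not normalized between wells or plates. The share of nonzero values that are whole numbers was 85.1%, 83.9%, 83.1%, 94.4% and 95.4% per plate. With UMIs of 4 bases, the length in the sample labels, the correction gives back only 70.4%, 68.4%, 67.2%, 87.6% and 89.6% of the values. The labels and the paper name different sorters, and neither bears on the values.

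Cells were clustered in Seurat 5.3.0 (SeuratObject 5.2.0, R 4.3.3, Matrix 1.6.5, data.table 1.17.8) on values scaled to 10000 per cell, with 2000 variable genes, 30 components and seed 1. Where a filter left too few cells for the default of the integration, fewer neighbours were used. The first clustering (resolution 0.8) served to find a cluster of poor wells, which was removed. The second was run from resolution 0.1 upwards in steps of 0.1 until at least 3 clusters were found, which was the case at 0.1. Clusters were named from fixed marker lists, and a class needed at least 10 cells in a plate. No doublet caller was run, and leaving out the top 5% of cells by counts was tried instead.

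For each class and plate, counts were summed and rounded, genes with low counts were left out with filterByExpr, and the sums were compared with edgeR 4.0.16 (TMM, quasi-likelihood test, adjusted p under 0.05). The sums held 233667 to 2375482 counts for basal-like cells, 400254 to 2007951 for luminal-like cells, 280215 to 4826721 for the proliferating cluster and 921370 to 9027204 for all cells. The difference of the Collagen I effect between basal-like and luminal-like cells was tested as an interaction with the plate as a block. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. The test was run on simulated changes in 200 genes at the same depth. It recovered 35% of 2-fold and 76% of 4-fold changes in basal-like cells with 9 false calls, 40% and 86% in luminal-like cells with 9, 21% and 56% for the difference between classes with 3, 75% and 98% between classes with 10, 42% and 76% in all cells with 8, and 29% and 68% in the proliferating cluster with 3. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with an estimated correlation and with fry. In a simulation 1 of 1 changed list was found and 0 others were called. That simulation gives no rate of false calls for the real lists. Their estimated correlation in basal-like cells ranged from -0.057 (acute-phase genes) to 0.52 (G2/M).

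Genes are named by a fixed rule. It takes every gene that the paper names for these cells, the 10 with the largest change in each direction in basal-like cells, in luminal-like cells and for the difference between them (adjusted p under 0.05, plates of the groups apart, at least 50 CPM in one group), and up to 4 genes per list. The text leaves out 22 of these genes. For 2 of them the results are not reported here, and the other 20 stand only in the tables. The values in Supplementary Data 1 and Supplementary Fig. 2a had been seen when the rule was written. Genes nearly confined to 1 plate and genes of the list of proteins encoded by the mitochondrial genome were named after their values were seen, as were Cdh1, Dcn and the leading genes of the clusters. The 20 lists are those on ECM and matrix remodelling, a YAP/TEAD target signature, the genes the study measured by qPCR after Yap knockdown, actomyosin cytoskeleton and SRF targets, integrins, EMT transcription factors and cadherins with Epcam, Vim and Fn1, hypoxia and glycolysis, NF-kB and inflammatory response, acute-phase and secreted defence genes, immediate early and dissociation stress genes, S phase, G2/M phase, Myc targets and ribosome biogenesis, luminal secretory genes, cholesterol synthesis, the Notch pathway, NRF2 and glutathione genes, ribosomal proteins, nuclear genes of oxidative phosphorylation, and mitochondrially encoded genes. Positions are from GENCODE vM21 on GRCm38, the same assembly as mm10. Of 147 named genes, 141 had a position, and 140 of these lay on the chromosome that the files give.

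The alternatives were DESeq2 1.42.0, limma-voom, RLE size factors, library size only, genes of ribosomal proteins and mitochondria with Rn45s, Malat1 and Lars2 left out, no filter on low counts, the saturation correction undone, at least 50 counts in every plate of a group, cells thinned to 2000 transcripts, more than 2000 counts per cell, no mitochondrial limit, and the poor cluster kept. Others were resolution 0.3, no integration, classes from a module score split with mclust 6.1.1 (midpoint 0.596), clustering without basal genes and the genes of Supplementary Data 1, the top 5% of cells left out, the plate block removed, the block of replicate numbers, and each plate left out in turn. Added after the data were seen were the limit of 10% on all counts of chromosome M, the proliferating cluster as a class, as a comparison and pooled with the luminal-like cells, the unnamed cluster left out of the denominator, thinning for the gene lists, the list of mitochondrially encoded proteins and the minimum of 10 cells. The mitochondrial limit on genes named mt- was also set after the data were seen. The study's own measure was recomputed as the log2 ratio of mean normalized counts over cells with a pseudocount of 1. In the files' thinned form, 20 basal-like Collagen I cells and no basal-like BME cells were too shallow and left out. The comparison of the TEAD motif in promoters was not run, since no genome sequence was at hand.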

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

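Of the tests in this part, the rule for genes nearly confined to 1 plate, the choice of genes with 1 BME plate held out, the interval at matched depth and the even spread of Krt5 transcripts were chosen after the results were seen.

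The effect of Collagen I differed between basal-like and luminal-like cells for 455 of 10023 genes (edgeR's quasi-likelihood test of the difference, 190 above and 265 below 0). The count was 190 without Collagen I replicate 1, 177 without replicate 3 and 141 with thinned cells. Scaling by library size moves the median difference of all genes from -0.04 to 0.06 and gives 231 above and 190 below. As log2 differences, basal-like minus luminal-like, among genes with at least 50 CPM in one group, Cxcl5 (6.27), Ptgs2 (6.22), Tnfrsf9 (4.68), Hmga2 (3.88), Timp1 (3.70), Foxq1 (3.70), Cryab (3.53), St8sia6 (3.48), Clu (2.98) and Emp3 (2.85) lay highest. Selenbp1 (-3.30), Krt15 (-2.89), Tnfrsf21 (-2.80), Igfbp2 (-2.78), Arc (-2.74), Fam101a (-2.72), Dact2 (-2.68), Tns4 (-2.66) and Cerk (-2.60) were among the lowest. The first rank of Cxcl5 is not secure, since its difference ranged from 3.19 to 8.75 over the alternatives. In basal-like cells its log2 fold change was -0.94, and 0.15 without Collagen I replicate 1. It was -3.85 without replicate 3 and -4.07 with the top 5% of cells left out. Only 4.41% of basal-like Collagen I cells held Cxcl5 transcripts. Among genes that the paper names, the difference passed the test for Fn1 (2.27), Col8a1 (2.77), Col18a1 (1.87), Vim (0.97), Myh9 (0.87), Inhba (2.11), Krt8 (1.03), Axl (2.56), Lurap1l (2.43), Hbegf (2.69), Ctgf (-1.85), Rpl3 (-0.47), Rpl4 (-0.65), Rpl5 (-0.52), Krt5 (-2.15), Krt14 (-1.44), Itga6 (-0.83) and Slpi (-1.38). As given below, the classes came closer in Collagen I, which leaves mixed RNA and mixed classes open. Igfbp2, Arc, Fam101a, Ctgf, Krt5 and Krt14 were among the genes at least 8 times higher in basal-like than in luminal-like cells of BME. Mixing alone could give their negative differences, so that these are not taken as responses of 1 class. Of the genes with the largest differences, Ptgs2, Hmga2, Cryab, Clu and Tns4 passed in all alternatives run. The difference of Cxcl5 failed in 1 of 23 (adjusted p over the alternatives up to 0.204), without Collagen I replicate 3. With thinned cells alone it failed for Timp1 (up to 0.306), Tnfrsf21 (up to 0.0594) and Cerk (up to 0.609). It failed for Fam101a in 10 of 23 (up to 0.832), Tnfrsf9 in 9 of 21 (up to 1), Krt15 in 6 of 20 (up to 0.806), St8sia6 in 4 of 23 (up to 0.314), Foxq1 in 3 of 21 (up to 0.175) and in 2 each for Emp3 (up to 0.319), Selenbp1 (up to 0.257), Igfbp2 (up to 0.590), Arc (up to 0.324) and Dact2 (up to 0.0892).

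The median difference of a list passed camera, with the preset correlation, for the genes measured by qPCR (1.46), NF-kB and inflammatory response (0.71, 7 members above and 0 below 0 of 29), EMT (0.42), actomyosin (0.34, 12 and 0 of 41), immediate early genes (0.27), ECM (0.24, 12 and 5 of 54), cholesterol synthesis (-0.26), mitochondrially encoded genes (-0.26), nuclear oxidative phosphorylation (-0.30), ribosomal proteins (-0.57, 0 and 61 of 75) and hypoxia (-0.59, 0 and 15 of 36). With an estimated correlation no list passed (adjusted p from 0.160 upwards). The study chose part of the qPCR list on these basal-like cells, so that its difference is not independent evidence.

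Signals in data that the paper does not analyse are the 2217 genes that changed in luminal-like cells and the 879 in the proliferating cluster, which open the last part.

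Transcripts of 3 genes (Hbb-y, Hba-x and Dcpp1) were nearly confined to Collagen I replicate 1, and of 21 genes, among them Col1a2 (149 CPM), Krt2 (132 CPM), Sprr1a, Serpinb2, Krtdap, Col3a1 and Krt1, to Collagen I replicate 3. Cells of another type, such as blood, skin or stromal cells, and RNA or reads of another library are the explanations weighed. The 3 wells with most of these transcripts held 38.3% of them in replicate 1 and 32.9% in replicate 3, between the bounds set for a few cells (50%) and for a spread over the plate (20%). They were found in 49 and 138 wells, and 12.9% and 27.7% of the wells with 500 or fewer counts held some, so that the 2 explanations cannot be told apart. No biological explanation was tested.

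Messenger RNA of the mitochondrial genome took a lower share of counts in Collagen I than in BME cells. Lower sequencing depth cannot be judged here, since BME cells with few counts come from the same plates as the other BME cells. Low counts per cell alone are argued against. The median share was 9.49% in 65 BME cells with counts from 2000 to 3 times that (95% interval 8.52 to 12.0, single plates 9.49%, 9.37% and 10.5%). It was 4.07% in 253 Collagen I cells of that depth (3.49% and 4.48%). Although the interval includes the bound of 9% set for another cause, it leaves out the 7% that low counts per cell would need. Another mix of classes is argued against too, since within basal-like cells the share went from 10.7% to 3.63% and within luminal-like cells from 11.6% to 4.38%, a ratio of at least 2.66 in each. The share fell by less within the proliferating cluster (11.1% to 5.30%) and within the unnamed cluster (11.4% to 5.94%). The sequencing run cannot be told apart from the matrix, since 0 runs hold plates of both. An effect of the matrix stays open, as untested.

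Krt5 was higher in luminal-like cells of both Collagen I plates than of BME (29.3 to 131 CPM over pooled cells). Krt14 (46.4 to 122 CPM over pooled cells) was clearly higher in Collagen I replicate 3 alone, with 266 CPM against 44.5 CPM in replicate 1 and 35.7 to 60.3 CPM in the BME plates. The share of luminal-like cells with Krt5 fell from 50.8% to 28.1%. Median counts of these cells were 22973 in BME and 4644 in Collagen I, so that this fall can come from depth. Free RNA spread evenly over the wells is argued against, since the 10% of luminal-like Collagen I cells (20) with the highest Krt5 share held 71.3% of its transcripts, against a mean of 30.5% and at most 39.7% in 1000 draws by depth alone. The same 71.3% lies between the bounds for basal-like cells counted among the luminal-like ones (80%) and against them (40%), which stays open. For RNA of basal-like cells, genes at least 8 times higher in basal-like cells had a median difference of -1.26 when chosen on all BME plates, which meets the bound of -1. The same plates then serve for choice and test, though. With the plate of choice held out it was -0.845 (-0.951 and -0.647 for the other plates), between the bounds. Genes as much higher in luminal-like cells, chosen the same way, had median differences of 1.83, 1.41 and 1.39, so that the classes came closer from both sides, which goes with mixed RNA and with mixed classes and leaves both open. A change of luminal-like cells in Collagen I stays open, as untested.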

How the results depend on the processing

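Over single genes and gene lists, 3881 comparisons with an alternative kept direction and side of the threshold, 236 lost the call, 23 gained one and 41 changed sign. In basal-like cells, Fn1, Tnc, Col8a1, Col18a1, Loxl3, Vim, Tpm2, Tpm4, Myh9, Inhba, Rpl4, Krt17 and Krt8 lost their call in none of the alternatives run. Fewer counts per cell in Collagen I limit what can be called, and thinning to 2000 transcripts lowered all 5 counts of genes for which it was run. Where 1 Collagen I plate remains, it is assumed to vary like the other groups. Replicate numbers do not pair the samples (correlations -0.0299 and 0.00663). With the replicate block the counts were 1325 in basal-like cells, 2196 in luminal-like cells, 3607 in all cells and 17 lists, Cxcl5 in basal-like cells was called (-0.79), and adjusted p was 0.884 for NF-kB, with the direction turned, and 0.0061 for luminal secretory genes. With the same block edgeR no longer called Tpm3 (adjusted p = 0.133), Trp63 (0.0776) and Twist1 (0.0755) in basal-like cells. Without integration the comparison of classes gives no value, and with all counts of chromosome M under 10% no luminal-like cluster was found. The alternatives for the TEAD motif were not run. No list's median in basal-like cells changed sign with the scaling. The cause of the changes below was not tested.

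For Collagen I vs BME in basal-like cells (1540 genes), 700 were called with thinned cells, 610 with all counts of chromosome M under 10%, and 779 to 1720 with 1 plate left out (831 without Collagen I replicate 3). In luminal-like cells (2217) the numbers were 1420 with DESeq2, 1139 with at least 50 counts, 665 with thinned cells and 1164 to 2456 with 1 plate left out (1377 without Collagen I replicate 3). For the difference of the Collagen I effect between basal-like and luminal-like cells (455) they were 230 with DESeq2, 141 with thinned cells, 292 with module score classes, 131 with the plate block removed and 177 to 386 with 1 plate left out (190 without Collagen I replicate 1). For basal-like vs luminal-like cells (1530) they were 937 with at least 50 counts, 392 with thinned cells, 534 with the plate block removed, 3279 with the proliferating cluster counted with the luminal-like cells and 969 to 1612 with 1 plate left out. In all cells (3569) they were 1573 with thinned cells, 1697 with all counts of chromosome M under 10% and 1698 to 4412 with 1 plate left out (1977 without Collagen I replicate 3).

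The difference in the basal-like share of cells (4.44 percentage points) became -2.38 with more than 2000 counts per cell and -8.36 with all counts of chromosome M under 10%. It was 0.520 with the poor cluster kept, 1.91 without the unnamed cluster, 8.39 with module score classes and 31.1 without integration. Cells kept per plate, 285 in BME, were 258 with more than 2000 counts, 315 with the poor cluster kept and 50 with all counts of chromosome M under 10%. In Collagen I, 214 became 230.5 without a mitochondrial limit, 278 with the poor cluster kept, 238.5 without integration and 167.5 with all counts of chromosome M under 10%.

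As log2 fold changes in basal-like cells, Yap1 (-0.02) was 0.0077 with limma-voom, 0.0017 with RLE size factors, 0.0217 with library size only, 0.0658 with at least 50 counts, 0.0340 with the poor cluster kept and -0.14 to 0.0621 with 1 plate left out. Over all alternatives Yap1 ranged from -0.405 to 0.0658. Krt14 (0.03) was -0.0463 without a filter, -0.10 with thinned cells, -0.0339 with more than 2000 counts, -0.0190 with module score classes, -0.0566 with the top 5% of cells left out, -0.46 with all counts of chromosome M under 10% and -0.39 to 0.38 with 1 plate left out. Lurap1l (0.17) was -0.0104 with thinned cells, -0.25 with module score classes, -0.17 with the top 5% left out, -0.0446 with all counts of chromosome M under 10% and -0.19 to 0.55 with 1 plate left out. Tnfrsf21 (-1.32) was 0.20 with module score classes and Clu (-0.11) 0.15 with all counts of chromosome M under 10%. Krt15 (-0.29) was 1.67 with module score classes and -2.76 to 0.86 with 1 plate left out. Krt5 (0.12) was -0.66 with all counts of chromosome M under 10% and -0.19 to 0.375 with 1 plate left out. With 1 plate left out, Cxcl5 (-0.94) was -3.85 to 0.15, Selenbp1 (1.18) -0.27 to 2.12 and Dact2 (0.13) -0.49 to 0.43.

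Of the 20 gene lists, 16 passed camera with the preset correlation and 6 with an estimated one. With the latter, lists that lost their call had adjusted p = 0.111 (YAP/TEAD targets), 0.0713 (EMT), 0.0895 (hypoxia), 0.0884 (immediate early genes and Myc targets), 0.121 (S phase), 0.500 (G2/M), 0.129 (cholesterol), 0.112 (NRF2) and 0.117 (ribosomal proteins). With fry it was 0.0627 for NF-kB, with the direction turned, 0.459 for G2/M and 0.0278 for luminal secretory genes. Members in Supplementary Data 1 were listed as changed in these cells, so that lost calls without them are in part built in. Calls with them can be built in as well, since Supplementary Data 1 had been seen beforehand and rests in part on the same plates. Without these members adjusted p was 0.0931 for EMT, 0.889 for NF-kB and 0.860 for Notch, both with the direction turned, 0.314 for acute-phase genes and 0.0754 for NRF2. With all counts of chromosome M under 10% it was 0.0161 for luminal secretory genes and 0.965 for Notch, with the direction turned, and with thinned cells 0.0605 for S phase and 0.124 for G2/M. With 1 plate left out it was 0.776 to 0.972 for NF-kB (0.825 with all plates), 0.666 to 0.960 for Notch (0.946) and 0.340 to 0.691 for mitochondrially encoded genes (0.825).

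The correlation of the recomputed log2 fold changes with those of the study (0.989) was 0.895 with the pseudocount over the number of cells, 0.974 with module score classes and 0.974 to 0.989 with 1 plate left out.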

Differences from the paper's values

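The paper's log2 fold changes between basal-like cells took cells as replicates and state no error, and its Collagen I group holds 1 plate more. The recomputed values use the same measure with a pseudocount of 1. A value counts as within the paper's, or meets it, if the signs agree and the difference is no larger than the SD over the Collagen I plates in that setting, and with 1 such plate left, over both. A setting with a wider SD can therefore lie within although its value is farther off, as for Cdh2 with module score classes (0.27) and Cxcl5 with the other pseudocount (-2.38). The alternatives set before the data were examined are a pseudocount over the number of cells, classes from a module score and leaving out each plate.

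For Krt14 the paper gives -0.22 (Supplementary Fig. 2a, as are the 5 genes that follow) and the value here is 0.0874, within the paper's without BME replicate 3 and without Collagen I replicate 3 and outside it in the other alternatives. For Krt17 the paper gives 1.02 and the value here is 1.36, within it with module score classes alone. For Trp63 the paper gives -0.49 and the value is -0.40, and for Twist1 the paper's 0.31 stands beside 0.14, with no alternative within either. For Cdh2 the paper gives 0.53 and the value is 0.33, within it with the other pseudocount, with module score classes, without BME replicate 2 and without Collagen I replicate 3. For Snai2 the paper's -0.13 stands beside 0.0899, within it with module score classes and without Collagen I replicate 1.

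In Supplementary Data 1, the paper gives 2.75 for Fn1 (3.00 here), 2.14 for Col8a1 (1.98 here) and 1.18 for Myh9 (1.22 here), and no alternative lies within these. The paper's 2.64 for Tnc (2.94 here), 1.98 for Krt8 (2.18 here), -1.87 for Slpi (-2.18 here) and -1.64 for Hp (-1.84 here) are met with module score classes alone. For Cdk4 the paper gives -0.568 (-0.34 here), met with the other pseudocount, with module score classes, without BME replicate 2 and without Collagen I replicate 3. For Cxcl5 the paper gives -1.66 (-1.28 here), met with the other pseudocount, with module score classes and without Collagen I replicate 3.

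The paper describes classical EMT regulators as similar between the matrices. With plates as replicates, edgeR called Twist1, Cdh2 and Snai1 higher in Collagen I and did not call Snai2. The call was lost in 7 of 23 alternatives for Cdh2, 5 of 21 for Twist1 and 2 of 21 for Snai1. With the study's own measure and a pseudocount of 1, Twist1 and Cdh2 had 0.14 and 0.33 here, below the paper's values. With the pseudocount over the number of cells they had 1.07 and 0.60, above the paper's values. The paper reports inflammatory and NF-kB signatures among those raised in Collagen I. The list used here, which is not the paper's gene set, had 4 members higher and 7 lower and passed no test of a common direction in any setting (adjusted p 0.0585 to 0.972), although Ptgs2, Ier3 and Vcam1 rose. Supplementary Data 1 lists Cxcl5 as higher in BME. The test here did not call it, but called it lower in Collagen I with limma-voom, without a filter, with thinned cells, with module score classes, with the top 5% of cells left out, without BME replicate 3 and without Collagen I replicate 3. 1 more such setting is given among the alternatives. The paper describes 3 clusters, and 4 were found here, of which 1 stayed unnamed.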

Other observations

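Of the tests below, those in the proliferating cluster were chosen after the data were seen. Luminal-like cells changed strongly between the matrices, with 1213 genes higher and 1004 lower in Collagen I among 8869 tested. Both directions together fell to 1164 genes without Collagen I replicate 1 and 1377 without replicate 3. The milk protein gene Csn3 rose from 9.57 ± 1.10 CPM (SD, n = 3 plates) to 1427 ± 306 CPM (SD, n = 2 plates), a log2 fold change of 7.21 (standard error 0.24, adjusted p = 1.1e-15 from edgeR's quasi-likelihood test). Secreted defence genes fell, among them the chemokine gene Cxcl5 (5084 ± 331 to 26.6 ± 18.6 CPM, log2 fold change -7.44), complement C3 (-3.96), Hp (-3.59) and Clu (-3.10), with 13 of 17 acute-phase genes lower and 1 higher. The Wnt inhibitor gene Wif1 fell from 332 to 5.07 CPM, and Vnn3 stood at 76.6 CPM in BME and was listed at 0 in Collagen I. Hypoxia and glycolysis genes rose in 34 of 36 cases, such as Vegfa (173 to 1965 CPM, log2 fold change 3.49) and Ndrg1 (3.12). Of 48 ECM genes 32 were higher and 6 lower, of 39 actomyosin genes 22 and 1, and of 21 cholesterol synthesis genes 18 and 0. Of fibroblast markers, Col1a1 went from 8.67 ± 3.21 to 92.8 ± 3.09 CPM (SD, n = 3 and 2) and Col1a2 from 0.684 ± 0.755 to 33.7 ± 47.7. Dcn stood at 11.5 ± 9.90 and 12.8 ± 13.7 CPM. Whether stromal cells or their RNA added to the ECM counts was not tested. Lower were 13 of 27 NF-kB genes (1 higher, adjusted p = 0.0733 with an estimated correlation), 14 of 31 S phase genes (0 higher, 0.123), 25 of 44 genes of Myc targets (1 higher, 0.0711) and 12 of 20 NRF2 genes (2 higher, 0.0611). Col8a2 (7.53), Cyp26b1 (5.29), Nptx1 (5.03), Fndc1 (4.89), Igfbp2 (4.84), Thbs2 (4.49), Chl1 (4.42), Selenbp1 (4.41) and Trp53i11 (4.35) were among the largest rises on the log2 scale of genes with at least 50 CPM in one matrix. Sod3 (-6.23), Gm8580 (-6.03), Cited1 (-5.26), Gm12191 (-4.74), Id3 (-4.08) and Fgf7 (-3.95) were among the largest falls of such genes.

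In the proliferating cluster 499 genes were higher and 380 lower in Collagen I among 10967 tested by edgeR. Csn3 rose from 20.4 to 756 CPM (log2 fold change 5.19), Tnc by 3.24, Ctgf by 2.70, Vegfa by 2.49, Fn1 by 2.40 and Ndrg1 by 2.28. Cxcl5 fell from 1421 to 35.1 CPM (log2 fold change -5.29), and Hp, Slpi and the mitochondrial gene mtNd2 had log2 fold changes of -1.89, -1.32 and -1.53. Hypoxia genes were higher in 20 of 36 cases and lower in 0, and 9 of 21 cholesterol synthesis genes were higher (0 lower, adjusted p = 0.0726 with an estimated correlation). ECM genes were higher in 17 of 51 cases (3 lower, 0.0766) and actomyosin genes in 11 of 39 (0 lower, 0.0843). The fibroblast marker Col1a1 went from 3.39 ± 1.52 to 87.9 ± 3.20 CPM (SD, n = 3 and 2). Col1a2 went from 0.212 ± 0.208 to 55.3 ± 78.2 CPM and Dcn from 0.776 ± 0.322 to 33.9 ± 47.9, with Collagen I plates far apart. A part of stromal cells or their RNA in the ECM counts was not tested here either. Lower were 17 of 46 genes of Myc targets (0.0766), 9 of 42 S phase genes (0.137), 8 of 30 NF-kB genes (1 higher, 0.0766), 9 of 17 acute-phase genes (0.12998) and 11 of 21 NRF2 genes (0.0726). Of 50 G2/M genes 3 were higher and 0 lower. Of the genes higher in basal-like cells, 34.2% were higher in this cluster too (4.85% for independent lists), and of those lower 30.7% (3.88%), from other cells of the same plates and runs, so that the excess does not measure a shared effect.

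Over all cells together, 1764 genes were higher and 1805 lower in Collagen I among 11795 tested by edgeR, a comparison in which the mix of classes changes too. Both directions together fell from 3569 to 1698 genes without Collagen I replicate 1 and to 1977 without replicate 3. The unnamed cluster held 10.6% ± 8.13 (SD, n = 3 plates) of the BME cells and 3.01% ± 0.812 (SD, n = 2 plates) of the Collagen I cells (two-sided exact permutation test, p = 0.3).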
